# Role of Decorin in Posterior Capsule Opacification and Eye Lens Development

**DOI:** 10.3390/cells10040863

**Published:** 2021-04-09

**Authors:** Shinsuke Shibata, Naoko Shibata, Satoshi Ohtsuka, Yasuo Yoshitomi, Etsuko Kiyokawa, Hideto Yonekura, Dhirendra P. Singh, Hiroshi Sasaki, Eri Kubo

**Keywords:** Decorin, posterior capsule opacification, epithelial-mesenchymal transition, lens development, wound healing

## Abstract

Decorin (DCN) is involved in a variety of physiological and pathological processes. Epithelial-mesenchymal transition (EMT) of lens epithelial cells (LECs) has been proposed as a major cause for the development of posterior capsule opacification (PCO) after cataract surgery. We investigated the plausible target gene(s) that suppress PCO. The expression of *Dcn* was significantly upregulated in rat PCO tissues compared to that observed in the control using a microarray-based approach. LECs treated with fibroblast growth factor (FGF) 2 displayed an enhanced level of *DCN* expression, while LECs treated with transforming growth factor (TGF)β-2 showed a decrease in DCN expression. The expression of tropomyosin 1 (*Tpm1*), a marker of lens EMT increased after the addition of TGFβ-2 in human LEC; however, upregulation of *Tpm1* mRNA or protein expression was reduced in human LECs overexpressing human DCN (hDCN). No phenotypic changes were observed in the lenses of 8- and 48-week-old transgenic mice for lens-specific hDCN (*hDCN-Tg*). Injury-induced EMT of the mouse lens, and the expression patterns of α smooth muscle actin, were attenuated in *hDCN-Tg* mice lenses. Overexpression of DCN inhibited the TGFβ-2-induced upregulation of Tpm1 and EMT observed during wound healing of the lens, but it did not affect mouse lens morphology until 48 weeks of age. Our findings demonstrate that DCN plays a significant role in regulating EMT formation of LECs and PCO, and suggest that for therapeutic intervention, maintenance of physiological expression of DCN is essential to attenuate EMT progression and PCO formation.

## 1. Introduction

According to the latest report of the World Health Organization (WHO), cataract is the primary cause of blindness in the world, which affected 20 million people in 2010 (WHO. Global data on visual impairments 2010. WHO/NMH/PBD/12.01). Although cataracts can be cured surgically, the process may be difficult to perform even in many developing countries [1]. In addition, after cataract surgery, aberrant cell proliferation, fibrosis, and lens regeneration under the lens capsule lead to fibroblastic opacification and secondary visual impairment, known as the posterior capsule opacification (PCO) or after-cataracts. Currently, Nd-YAG laser posterior capsulotomy is the only treatment for PCO. However, after this laser treatment, postoperative uveitis, cystoid macular edema, transient increase in intraocular pressure, retinal detachment, and intraocular lens damage may occur as complications. In addition, Nd-YAG laser capsulotomy is occasionally unavailable in developing countries, leading to surgery-associated blindness. Furthermore, early cataract surgery and refractive correction are necessary to prevent amblyopia in cases of pediatric cataracts [2]. However, visually significant PCO hinders visual rehabilitation, increasing the probability of deprivation amblyopia after pediatric cataract surgery. PCO develops in 100% of eyes under 4 years of age if the posterior capsule of the lens remains intact [3]. Thus, secondary surgery for capsulotomy is occasionally required in younger children using general anesthesia [3]. Furthermore, epithelial-mesenchymal transition (EMT) and PCO should be regulated during re-growth of lens epithelial cells (LECs) for clinical treatments using accommodative lens refilling [4] and for the regeneration of clear crystalline lens in human eyes after cataract surgery.

Transforming growth factor (TGF) β signaling plays a significant role in the pathobiology of human anterior subcapsular cataract [5,6,7,8] and PCO [1,7,9,10]. In addition, TGFβ induces tissue fibrosis, EMT, and apoptosis [11,12,13,14] by upregulating genes encoding α-smooth muscle actin (αSMA), collagen types I and III, and tropomyosin (Tpm). Previous studies have revealed that fibroblast growth factor (FGF) is also involved in the stimulation of lens fiber differentiation [15,16] and mitosis, increasing the formation of collagen in PCO [17]. In our previous study, we observed that Tpm 1 and 2 are involved in regulating and stabilizing actin microfilaments and are induced by TGFβ-2 during EMT in LECs. Importantly, we found that FGF2 acts as an antagonist of TGFβ-mediated EMT progression [12]. Furthermore, we demonstrated that the expression of rat tropomyosin and human TPM1 and TPM2 was highly elevated in a rodent model of PCO and human cataractous lens capsules with LECs, suggesting their association with EMT and lens regeneration during PCO progression [18]. However, the molecular mechanisms underlying the progression and inhibition of PCO have not yet been clarified.

In this study, we aimed to analyze the changes in gene expression patterns during rat and mouse PCO formation in vivo using a microarray-based approach and real-time quantitative polymerase chain reaction (RT-qPCR). Furthermore, we analyzed the role of Decorin (*DCN*), the level of which increased markedly in rat PCO tissues, and during EMT and lens development. To achieve the impact of *DCN* expression on eye lens in vivo, we generated lens-specific human *DCN* transgenic mouse (*hDCN-Tg*). In addition, to establish a correlation between results obtained in vitro and *hDCN-Tg* in vivo, we assessed the levels of human DCN protein and mRNA in human aqueous humor and LECs of cataractous patients. We first found that abundant expression of *Dcn* is involved in EMT and that may result in PCO formation. Thus, the results of the study increase our understanding of the role of *Dcn* in EMT and PCO formation and plausible the related molecular mechanism underlying its effects.

## 2. Materials and Methods

### 2.1. Animals

All animal experiments were approved by the Kanazawa Medical University Ethics Committee for Animal Experiments (authorization No. 2018–3) and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and the Institutional Guidelines for Laboratory Animals from the Kanazawa Medical University. Sprague-Dawley (SD) rats, and C57BL/6J, C57BL/6JJmsSlc, and Slc:ICR mice were purchased from Sankyo Laboratories Japan (Ishikawa, Japan).

### 2.2. Surgical Procedure for Generation of PCO Animal Model

Method for extracapsular clear lens extraction (ECLE) from rat and mouse eyes was established, confirming the histological observation of rat PCO in our previous study [19]. Eighteen 7-week-old female albino SD rats and twelve 7-week-old C57BL/6J mice were used as PCO animal models. ECLE was performed in both eyes of all rats and mice anesthetized with intraperitoneal administration of a combination anesthetic prepared with 0.3 mg/kg body weight medetomidine, 4.0 mg/kg body weight midazolam, and 5.0 mg/kg body weight butorphanol (Wako, Osaka, Japan). Animals were sacrificed at either 0 (after the surgery was completed) (day 0), 7 (1 week (W)), or 14 days (2W) after surgery by administering a lethal dose of CO_2_. Mice exhibited no signs of distress during euthanasia. Euthanasia by CO_2_ inhalation was performed according to the American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals. Lens capsules with LECs removed from all eyes were used as PCO samples. All PCO samples from right eyes were processed for microarray studies (*n* = 6 at each time point) and all PCO samples from left eyes were used for reverse transcription-quantitative PCR (RT-qPCR) (*n* = 4 at each time point) and protein blotting (*n* = 2 at each time point).

### 2.3. RNA Extraction

Total RNAs from rat and mouse PCO, human LEC samples, cultured mouse LECs (MLEC), and Simian virus 40-transformed human LECs (SRA01/04) (SRA-HLECs) were extracted using the RNeasy micro kit (Qiagen Inc., Valencia, CA, USA) following the manufacturer’s instructions. Samples of RNA were set aside for RT-qPCR to verify the results obtained from the microarray analysis. Total RNA quality was assessed by determining UV 260/280 absorbance ratios and examining RNA size distribution on NanoDrop ND-1000 (NanoDrop Technologies, Inc., Wilmington, DE, USA) processed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) using the total RNA electrophoresis program. The purity and integrity of RNA were examined and validated as described previously [20]. The quality of total RNA was analyzed by evaluating the RNA integrity number (RIN) using Bioanalyzer RNA analysis (Agilent Technologies Japan Ltd., Tokyo, Japan). All RNA samples showed RIN > 9.0.

### 2.4. Microarray and Gene Ontology Analysis

Three rat PCO samples from each group on day 0, 1 W, and 2 W were used for microarray analysis to screen genes associated with rat PCO. All samples were processed for microarray analysis as follows: RNA labeling and hybridization were performed using GeneChip^®^ 3′ IVT PLUS reagent kit (Affymetrix, Inc. Santa Clara, CA, USA) according to the manufacturer’s protocol. Labeled cDNA was hybridized to Affymetrix^®^ GeneChip^®^ rat genome 230 2.0 array (Affymetrix, Inc.) and scanned with a GeneChip^®^ Scanner 3000 7G (Affymetrix, Inc.). The scanned images were analyzed with AGCC (Affymetrix^®^ GeneChip^®^ Command Console^®^ Software (v.10.7.3.1)) and Affymetrix^®^ Expression ComsoleTM (Affymetrix, Inc.).

Per chip normalization was performed by dividing each gene’s value by the specific control values or by the average intensity in the single array. Normalized data were exported for subsequent analysis. Genes with normalized ratios more than 2.0-fold or less than 0.5-fold were selected as significant genes.

### 2.5. RT-qPCR Validation

RT-qPCR was used to validate the significantly affected genes selected using microarray analysis and to analyze *Dcn* expression in mouse PCO samples and cultured MLECs and HLECs. To assess the expression of human *DCN*, rat and mouse *Dcn*, rat *Tpm2*, mouse and human *Tpm1*, and TGF β-induced (*Tgfbi*) mRNAs, we conducted relative quantification of mRNA using Prism7300 (Applied Biosystems^®^, ThermoFisher Scientific Japan Ltd., Tokyo, Japan). Comparative Ct method was used for relative quantification of mRNA expression. PCR amplification was performed using a TaqMan universal master mix and pre-developed rat, mouse, and human *Dcn* (Hs00754870_s1, Cat# 4331182), rat *Tgfbi* (Rn01442102_m1, Cat# 4331182), rat *Tpm2* (Rn01439798_g1, Cat# 4351372), and mouse *Tpm1* (Hs00165966_m1, Cat# 4331182) and human *Tpm1* (Hs04398572_m1, Cat# 4331182) probe mix (Applied Biosystems^®^). The relative quantity of each mRNA was determined using the comparative Ct method and then normalized using a pre-developed TaqMan 18S ribosomal RNA (18s rRNA) VIC probe or glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as an endogenous control (Applied Biosystems^®^).

### 2.6. Construction of Green Fluorescent Protein (GFP)-hDCN Vector and Lentivirus Production

For generating cells (tissues) secreting hDCN protein in vitro, we used a lentivirus expression system (SBI System Biosciences, Palo Alto, CA, USA). Briefly, *hDCN* was amplified by PCR using the following primers; forward primer 5′-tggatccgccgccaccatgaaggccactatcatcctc -3′ and reverse primer 5′-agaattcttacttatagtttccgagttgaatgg-3′. The fragment was sub-cloned into the pBRBlue vector and confirmed by sequencing. Then, the *hDCN* fragment was excised using BamHI and EcoRI and sub-cloned in the pCDH1-EF1-copGFP (SBI) vector (pCDH-CMV-*hDCN*-EF1-copGFP) (SBI). Lentivirus particles were then produced in HEK293TN cells (System Biosciences) following transfection of pCDH-CMV-*hDCN*-EF1-copGFP vector with packaging vectors, psPAX2 and pMD2.G (deposited by Didier Trono, Lausanne, Switzerland: Addgene plasmid #12260 and #12259 respectively, Addgene, MA). Lentivirus particles were collected from the supernatants of 48 h culture media and concentrated with PEG-it solution (System Biosciences). Lentivirus infectious units (IFU) were determined by the serial dilution method to adjust copy numbers for each experiment.

### 2.7. Cell Culture

Primary cultured MLECs were generated from 6-week-old Balb/C mice (*n* = 8) as described previously [21]. MLECs were maintained in Dulbecco’s modified Eagle’s media (DMEM; Wako) with 10% fetal bovine serum (FBS; Sigma, St. Louis, MO, USA) at 37 °C in a 19:1 air/CO_2_ atmosphere as described previously [21]. Cells from passages 5–7 were used for the experiments. Human LECs (SRA01/04: SRA-HLECs) were kindly gifted by Dr. Nobuhiro Ibaraki (Ibaraki Eye Clinic, Tochigi, Japan). SRA-HLECs were cultured in DMEM supplemented with 20% FBS (Sigma) at 37 °C in a 19:1 air/CO_2_ atmosphere.

To assess the effects of FGF2 (PeproTech, RockyHill, NJ, USA) or TGFβ-2 (R & D Systems Inc., Minneapolis, MN, USA), MLECs or SRA-HLECs were plated in triplicate in 35-mm culture dishes (TPP^®^ Techno Plastic Products AG, Trasadingen, Switzerland). Cells growing in DMEM containing 0.1% bovine serum albumin (BSA) (Wako) in the presence or absence of various test growth regulators received 0–100.0 ng/mL FGF2 or 0 to 10 ng/mL TGFβ-2 every other day for up to four days.

To determine the effect of DCN overexpression, the pCDH-CMV-*hDCN*-EF1-copGFP lentivirus was used to generate eukaryotic cells overexpressing GFP in the cytoplasm, and secreting *hDCN* into the medium. SRA-HLECs were cultured in DMEM supplemented with 20% FBS. For the negative control, the pCDH1-EF1-copGFP (SBI) lentivirus (GFP-Vec) was transduced into SRA-HLECs.

### 2.8. Western Blotting

Protein lysates of mouse PCO samples were prepared in ice-cold radioimmunoprecipitation assay (RIPA) buffer. Culture medium was collected and concentrated using Amicon^®^ Ultra-0.5 centrifugal filters (Merck Millipore Ltd. County Cork, Ireland) after transduction of GFP–hDCN and GFP-Vec to confirm the secretion of hDCN from SRA-HLECs. For western blotting, the concentrated medium or protein samples were treated with 0.2 U/mL protease-free chondroitinase (CSase)-ABC (C-ABC) (Sigma) in a solution of 0.01 M Tris, 0.01 M NaCl, and 0.012 M NaOAc containing 0.1% BSA for 1 h at 37 °C to digest the glycosaminoglycan chain, thereby exposing the core protein of DCN before sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE).

SDS-PAGE and western blotting were performed as described previously [22,23]. The membranes were probed with anti-rabbit DCN polyclonal antibody (Abcam Cat# ab137508, RRID:AB_2847890; Abcam, Cambridge, MA, USA) for human and mouse samples and anti-rabbit DCN polyclonal antibody (Cat# PA5-95830, RRID:AB_2807632, ThermoFisher Scientific Japan Ltd.) for rat samples. Anti-rabbit glyceraldehyde 3-phosphate dehydrogenase (GAPDH) polyclonal antibody (Cat# G9545, RRID:AB_796208; Sigma) was used to demonstrate equal protein loading in each lane.

### 2.9. Constructs for the hDCN-Tg Line

All animal and recombinant DNA experiments were approved by the Kanazawa Medical University Ethics Committee for Animal Experiments (authorization No. 2018-3) and Safety Committee for Recombinant DNA Experiments (authorization No. 2018-8). A plasmid in which Pax6-human αA-crystallin (P6a) composite promoter (CPV14) [24] drives *hDCN* cDNA was generated using the following procedures. Briefly, *hDCN* cDNA was amplified using the primers; 5′-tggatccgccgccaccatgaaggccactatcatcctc-3′ and 5′-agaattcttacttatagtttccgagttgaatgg-3′. The fragment was sub-cloned in the pBRBlue vector and confirmed via sequencing. Then, the *hDCN* fragment was digested using BamHI and EcoRI and sub-cloned in the pCPV14 plasmid. The P6a-*hDCN*-pA fragment, excised using NotI and XbaI, was cloned in the pBRPy-IRES-nLacZpA plasmid (the final product was pBRPy-P6a-hDCN-IRES-nLacZpA). This construct has the following two advantages: 1) *hDCN* expression was restricted within the crystalline lens using the P6a promoter in mice, which 2) can be readily confirmed using LacZ staining in tissues.

### 2.10. Generation of hDCN-Tg

The pBRPy-P6a-hDCNiLacZ vector was linearized with PmlI and purified using the QIAquick gel extraction kit (Qiagen Inc.). The fragment was used to generate transgenic mice by injecting into the pronucleus of fertilized eggs (C57BL/6JJmsSlc). Then, the eggs were transferred into the oviduct of pseudo-pregnant mice (Slc:ICR). Offspring were genotyped using the following primer set; 5′- tacagccatccaccttcagatgt -3′ and Rv 5′-gccacatatcctgatcttccaga-3′. The PCR product was 771 bp in length. Offspring harboring the exogenous fragment were bred with the C57BL/6JJmsSlc strain of mice.

### 2.11. Histochemical Staining for LacZ with X-Gal

Three *hDCN-Tg* and three wild-type (WT) mouse heads were collected from mice on postnatal day 2 (PD2) and fixed with 4% paraformaldehyde (PFA)/phosphate-buffered saline (PBS) (Nacalai Tesque Inc., Kyoto, Japan). The fixed tissue were then rinsed twice in PBS for 20 min × 2 times and placed in staining media containing 5 mM potassium ferricyanide/5 mM potassium ferrocyanide (Nacalai Tesque Inc.) 1/mg/mL 5-bromo-4-chloro-3-indolyl-β-D-galactoside (X-gal) (Nacalai Tesque Inc.)/0.02% NP40 (Sigma)/0.01% deoxycholate (Wako)/1 mM MgCl_2_ (Wako) in PBS. The tissues were incubated in staining media overnight in the dark at room temperature. After incubation, the tissues were washed twice with PBS and then post-fixed with 4% PFA/PBS for 2 h before paraffin embedding and sectioning. Hematoxylin and eosin (H & E) staining of the tissue sections was performed for contrast histological observation.

### 2.12. Microscopic, Histological, and Immunohistochemical Analyses

The eyes of 8 and 48-week-old *hDCN-Tg* and WT mice were fixed for 48 h in Super Fix KY-500 solution^®^ (Kurabo, Tokyo, Japan), embedded in paraffin, and sectioned at approximately 4 µm (*n* = 4). Then, the eyes were stained with H & E. For immunohistochemical analysis, the eyes were immunostained using a tyramide signal amplification (TSA^TM^) kit (Molecular Probes Inc., ThermoFisher Scientific Japan Ltd.), following the manufacturer’s protocol and as described previously [25,26]. For DCN immunostaining, the sections were treated with target retrieval solution (Dako/Agilent, Santa Clara, CA, USA) following treatment with 0.2 U/mL protease-free C-ABC as described in the section on western blotting to expose the core protein before blocking with a blocking reagent (Molecular Probes Inc., ThermoFisher Scientific Japan Ltd.). DCN was visualized using anti-rabbit DCN polyclonal antibody (ab137508; abcam). The cell nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Fluoroshield Mounting Medium with DAPI: ImmunoBioScience Corp., Mukilteo, WA, USA). For negative controls (NC), rabbit and mouse IgG isotype controls (Dako) were used, and the primary antibody was omitted. NC was performed along with the experiments.

### 2.13. In Vivo Wound Healing Assay

The wound healing model was generated in 14-week-old mice as described previously [27]. Briefly, six *hDCN-T*g and six WT mice were anesthetized via isoflurane USP (Abbott Laboratories Japan, Tokyo, Japan) inhalation. Following topical application of mydriatics, the central anterior lens capsule was pierced once with the blade of a 27-gauge needle to a depth of approximately 2.5 mm from the corneal surface. After injection, the mice were allowed to heal for 5 and 10 days. The enucleated eye globes were fixed and embedded in paraffin for histological examinations after H & E staining. Immunohistochemical analysis using anti-αSMA Ab was performed as described in the previous section.

### 2.14. Obtaining LEC and Aqueous Humor Samples from Patients with Cataract

This study was approved by the ethics committee of the Kanazawa Medical University (Approval ID: R263). All patients at the Kanazawa Medical University, Japan, provided informed consent for participation. In addition, this study adhered to the tenets of the Declaration of Helsinki (2004) [28]. In total, 101 cataractous eyes of Japanese patients aged 19–87 years, who underwent cataract surgery at the Kanazawa Medical University between March and December 2015, were prospectively and sequentially examined. Patients with prior history of ocular surgery, trauma, active ocular disease (including retinitis pigmentosa, diabetes, retinal detachment, uveitis, vitreous hemorrhage, and/or receiving steroid medication) were excluded. The type and severity of the cataracts were graded and recorded based on a WHO classification system [29]. Three slit-lamp images were used for grading nuclear opalescence (N0-3), three retroillumination images for cortical cataracts (C0-3), and three retroillumination images for posterior subcapsular (P0-3) cataracts. Each scale on the WHO classification system is a devitalized grade ranging from 0 (clear or opacification less than grade1) to 3 (upper value on the N, C, and P scales).

### 2.15. Enzyme-Linked Immunosorbent Assay (ELISA) for DCN in the Aqueous Humor

The DCN levels in aqueous humor samples were measured using DCN ELISA kits (Sigma) according to the manufacturer’s instructions. Briefly, an aqueous humor sample or standard DCN recombinant protein was added to each well and incubated overnight at 4 °C. An anti-human DCN antibody was added following incubation with a streptavidin-horse radish peroxidase-conjugated antibody and substrate solutions. The absorbance at 450 nm of each well was recorded using an ELISA plate reader (Bio-Rad Laboratories, Hercules, CA, USA). Serial dilutions (0–700 pg/μL) of purified DCN protein were used as standards in each experiment. The detection limits of DCN in the aqueous humor ranged between 0.96 and 700 pg/mL. All experiments were repeated at least thrice, and the mean DCN levels (pg/mL) were calculated and presented.

### 2.16. Statistical Methods

For all quantitative data collected, the statistical analysis was conducted using one-way analysis of variance (ANOVA) test and Tukey’s test. The data are presented as mean  ±  SD of the indicated number of experiments. Significant differences between the control and treatment groups were defined at *p*-value < 0.05 for two or more independent experiments.

The correlation between cataract score, age, and DCN protein levels in human aqueous humor or *Dcn* mRNA levels in human LECs was analyzed using one-factor analysis of variance or Pearson’s correlation coefficient, with data expressed as mean ± standard error (SE). The power analysis to calculate the sample size of this study was performed. All statistical analyses and power analysis were performed using StatMate2.0 (GraphPad Software, Inc. La Jolla, CA, USA), and *p*-values less than 0.05 were considered statistically significant.

## 3. Results

### 3.1. Screening of Gene Expression Profile

Samples extracted from lens capsules at day 0 (control), and 1 and 2 W after ECLE from rats were used for microarray analysis. 

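Lens capsules carrying the LECs left behind by ECLE, the surgery that removes the lens content through the opened capsule, were profiled on 4 arrays. There was 1 array at day 0, 2 arrays at 1 W, labeled as separate biological replicates (replicates 1 and 2), and 1 array at 2 W. The rats were 7, 8 and 9 weeks old at collection. The methods of the paper state more samples per group than the arrays analysed here, and how eyes or animals were combined on an array is not given in the sources used here. Labeled RNA was hybridized to the rat genome array named in the methods, and the authors deposited a linear intensity for each probe set, a group of probes directed at a transcript. The summary algorithm is not given in the sources used here, and no detection calls were used here. After 57 control probe sets were left out, 31042 probe sets remained, of which 20826 had a single gene symbol in the platform annotation, 436 had several and 9780 had none. The median intensity was 57.0 at day 0, 45.2 and 46.7 on replicates 1 and 2 at 1 W, and 31.9 at 2 W. These medians spanned 0.84 log2 units, so each array was divided by its average intensity. The methods name this average, or specific control values, as the divisor of the per chip normalization. Ratios to day 0 were then taken on the log2 scale. After this step the median log2 ratio of the 18625 brighter probe sets, those at or above the 40th percentile of mean level, was -0.08 at 1 W and -0.26 at 2 W, and single values are read against these shifts. The 1 W value is the mean log2 value of both arrays unless a replicate is named. The brighter probe sets were tested with limma in a model of the 3 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Its only residual degree of freedom comes from the 2 arrays at 1 W, so the arrays at day 0 and 2 W are assumed to vary like them. The ratio of the 3' to the 5' control probe set of beta-actin, a measure of RNA integrity and labeling, was 2.32 at day 0, 1.89 and 1.90 at 1 W, and 1.61 at 2 W. The same ratio for GAPDH was 1.16 at day 0, 1.12 and 1.18 at 1 W, and 1.10 at 2 W. The number of arrays limits the precision of every value.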

The data for the microarray analysis were deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE152593).

First, among the approximately 28,700 well-substantiated rat genes on the array, 490 genes showed fold change > 2.0 1 W and 2 W after ECLE compared to that in the control (Figure 1).

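Few probe sets passed limma after ECLE, and those that did were higher than at day 0. *Serpina3n*, a secreted inhibitor of serine proteases, rose 66.5-fold at 1 W (log2 ratio 6.06, standard error 0.17, adjusted p = 0.0297 from limma) and 42.2-fold at 2 W (log2 ratio 5.40, standard error 0.19, adjusted p = 0.0405). *Tagln*, an actin-binding protein of smooth muscle cells and myofibroblasts, rose 61.3-fold at 1 W and 26.9-fold at 2 W. *Nefh*, the heavy chain of neurofilaments, rose at 2 W by a log2 ratio of 4.52 (standard error 0.17, adjusted p = 0.0405), while its log2 ratio at 1 W was 1.61 (adjusted p = 0.0924). The other named genes that passed the test were *Col1a1*, *Col5a2* and *Fn1*, and 2 of the probe sets that passed had no gene name. In all, limma called 9 of the 18625 probe sets higher at 1 W and 9 higher at 2 W, and none lower. At an unadjusted p under 0.05, 1530 probe sets were higher and 1800 lower at 1 W, and 1679 were higher and 4071 lower at 2 W. By the fold rule of the paper, 1975 of the 31042 probe sets, covering 1174 genes with a single symbol, were over 2.0-fold at both 1 W and 2 W. Of these, 508 were among the brighter probe sets, and 382 of the 508 met the rule on each of the 3 arrays after ECLE. Both ratios have the same day 0 array as denominator. In 100 sets, unchanged arrays were simulated with the noise between the 2 arrays at 1 W and a shared day 0. A mean of 1515 of all probe sets met the rule there (range 1413 to 1587) and 181 of the brighter ones (range 150 to 219). Independent lists of the observed sizes would share 382.4 and 46.4 probe sets. Part of the excess over these independent overlaps may come from sharing a day 0 array. The simulated counts include this sharing only as noise of the size seen between the 2 arrays at 1 W. Scaling by the array median raised the calls to 260 higher and 146 lower at 1 W and to 948 and 683 at 2 W, while quantile scaling kept 8 of the 9 calls at 1 W and 0 of the 9 at 2 W, and limma without an intensity trend kept 0 at either time. On simulated arrays with 200 changed probe sets, limma called 9 of 18425 unchanged probe sets at 1 W and 13 at 2 W. Of 50 probe sets each with true log2 changes of 2, 4 and 6, it called 15, 26 and 29 at 1 W. At 2 W it called 7, 24 and 28 of them. The share of false calls on the arrays is not known from this, since their number of changed probe sets is unknown.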

Nine genes showed significant changes of less than 0.5-fold at 1 W and greater than 2.0-fold at 2 W after ECLE compared to that in the control (Figure 1). 

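Few of the brighter probe sets were below 0.5-fold at 1 W and above 2.0-fold at 2 W. *Fabp5*, a carrier of fatty acids in the cytoplasm, had intensities of 5226 at day 0, 2189 and 1331 on the 2 arrays at 1 W, and 9968 at 2 W. *Fam89a* had log2 ratios to day 0 of -1.58 and -1.40 at 1 W and 3.10 at 2 W. Both were singled out after their values were seen. Together with *Bfsp1*, *Crygc* and a probe set of *Snhg11*, they were the 5 brighter probe sets that met this rule on each array. Over all 31042 probe sets, 189 met the rule with the mean of both 1 W arrays, and 9 of them were among the brighter ones. In simulated unchanged arrays with a shared day 0, a mean of 145 of all probe sets met it (range 119 to 179) and 0.83 of the brighter ones (range 0 to 4). Independent lists of the observed sizes would share 518.1 and 54.7. The opposite pattern, over 2.0-fold at 1 W and under 0.5-fold at 2 W, was met by 98 probe sets, 2 of them among the brighter ones, against simulated means of 142 and 1.01 and independent overlaps of 558.4 and 113.9. The 98 became 173 without replicate 1 at 1 W and 123 without replicate 2, and the 189 became 265 and 275. In the direct comparison of 2 W with 1 W, limma called none of the 18625 probe sets higher or lower (lowest adjusted p = 0.139), with 1024 higher and 3048 lower at an unadjusted p under 0.05. Under median scaling, limma called 158 higher and 51 lower in this comparison.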

Compared to that in the control, 504 genes showed significant changes of less than 0.5-fold 1 W and 2 W after ECLE (Figure 1). 

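Transcripts of photoreceptors were lower after ECLE than at day 0. Of 12 measured photoreceptor markers, all were below 0.5-fold at both 1 W and 2 W, with a median log2 ratio of -2.27 at 1 W and -2.84 at 2 W, and 9 of the 12 were below 0.5-fold on each of the 3 arrays. *Sag*, the arrestin of rods, had an intensity of 2765 at day 0, 344 and 992 on replicates 1 and 2 at 1 W, and 211 at 2 W. *Pde6g*, a subunit of the rod phosphodiesterase, had intensities of 2617, 211, 921 and 279 in the same order. The list's median log2 ratio was -3.29 on replicate 1 and -1.27 on replicate 2 at 1 W. No photoreceptor marker passed limma, also when adjusted over the list alone, and 5 were lower at 1 W and 6 at 2 W at an unadjusted p under 0.05. Of 14 measured markers of other retinal cells, a list written after the tables were opened but before its values were computed, 6 were below 0.5-fold at both times and 1 on each of the 3 arrays. Of 11 measured lens epithelium markers, 2 were below 0.5-fold at both times, and the list's median log2 ratio was -0.21 at 1 W and -0.98 at 2 W. These 2, named here after their values were seen, were *Cdh1*, which encodes E-cadherin (log2 ratios of -1.13 and -1.89), and *Sox2* (-1.06 and -1.03). None of these 11 passed limma over all genes, while 3 were lower at 1 W and 5 at 2 W when adjusted over the list alone. *Gja1*, which encodes the gap junction protein connexin 43, had log2 ratios of -0.03 at 1 W (-0.16 and 0.10 on replicates 1 and 2) and -0.54 at 2 W. *Dkk3*, a secreted protein of the Dickkopf family, had log2 ratios of -0.04 and 0.40. *Hbb*, the beta chain of hemoglobin, had log2 ratios of -1.84 and -1.41. By the fold rule, 2233 of the 31042 probe sets were under 0.5-fold at both times, of which 714 were among the brighter ones and 388 of those met the rule on each array. Simulated unchanged arrays with a shared day 0 gave a mean of 1461 (range 1378 to 1544) and 132 (range 99 to 150). Independent lists would share 756.6 and 134.2. The median log2 ratio of the brighter probe sets at 2 W was -0.26, so part of the excess may come from this shift. With median scaling, 1688 of all probe sets met the rule.

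**Figure D1:**
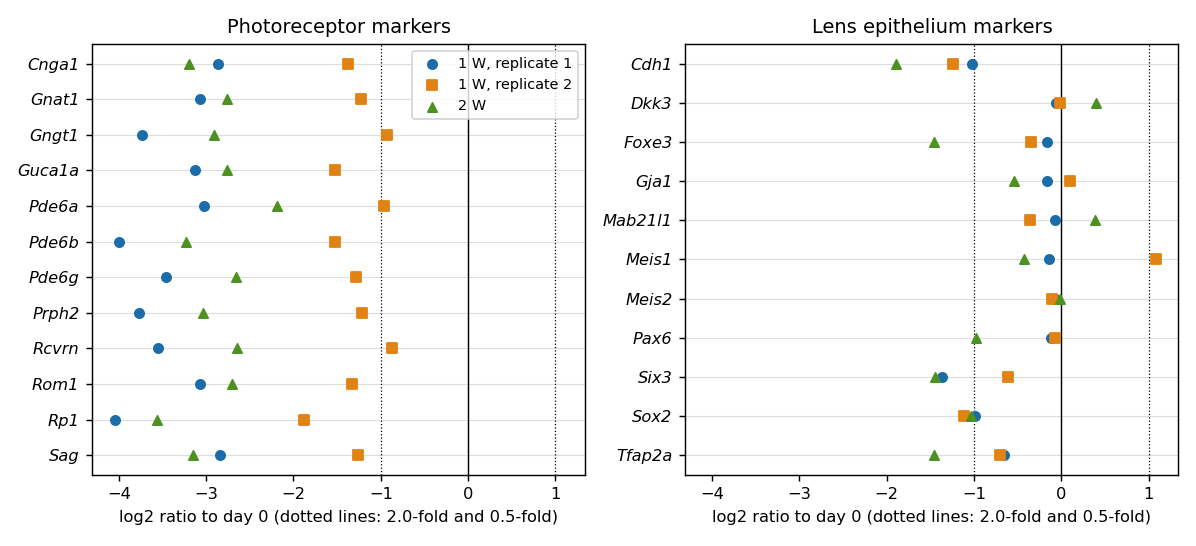
Log2 ratio to day 0 (horizontal axis) of each measured photoreceptor marker (left) and lens epithelium marker (right) on the 3 arrays after ECLE, with the dotted lines at 2.0-fold and 0.5-fold. Each point is a single array, and every photoreceptor point lies below 0, with replicate 2 at 1 W (squares) nearest to it.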

Table 1 shows the list of the top 30 genes that showed significant changes greater than 2.0-fold in all groups. 

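Matrix, immune and contractile genes of Table 1 were higher after ECLE on nearly every array. Of its 29 different genes, 28 had a probe set with that symbol alone, among them *Cyr61* and *Fcrls* under their present symbols *Ccn1* and *Fcrl2*, and *Ednrb* had none. All 28 were over 2.0-fold at 2 W and by the mean of both arrays at 1 W, and 27 were over 2.0-fold on each of the 3 arrays, each by its brightest probe set. Dimmer second probe sets were below day 0 on replicate 2 for *Mylk* (ratio 0.358), *Col6a3* (0.639), *Car3* (0.556) and *Tpm2* (log2 ratio -0.72). The exception was *Scn7a*, a sodium channel, with log2 ratios of 3.74 and -0.21 on replicates 1 and 2 at 1 W, so its 1 W value turns below day 0 without replicate 1. *Gbp2*, a guanylate-binding protein induced by interferon, had log2 ratios of 4.21 at 1 W and 3.90 at 2 W. *Runx1*, a transcription factor of blood cell development, was 12.3-fold higher than day 0 at 1 W and 6.78-fold at 2 W, and *Ptgs2*, the inducible cyclooxygenase, 10.6-fold and 6.28-fold. *Mylk*, the kinase of myosin light chains, was 19.0-fold higher on replicate 1 and 3.48-fold on replicate 2, and *Actg2*, smooth muscle gamma actin, 17.3-fold and 3.06-fold. The median log2 ratio over the 28 genes was 3.73 on replicate 1, 2.75 on replicate 2 and 2.92 at 2 W. Between the 2 arrays at 1 W, 24 of the 28 genes were higher on replicate 1, 13 of them by over 2-fold. Markers of melanocytes and pigment cells other than Table 1 genes were also higher on replicate 1 (median log2 difference 0.97), as were smooth muscle markers other than Table 1 genes (0.61), and photoreceptor markers were lower there (-2.12). limma called 3 of the 28 genes at 1 W and 2 at 2 W. The paper chose these genes on the same arrays, so their direction is not independent evidence.

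**Figure D2:**
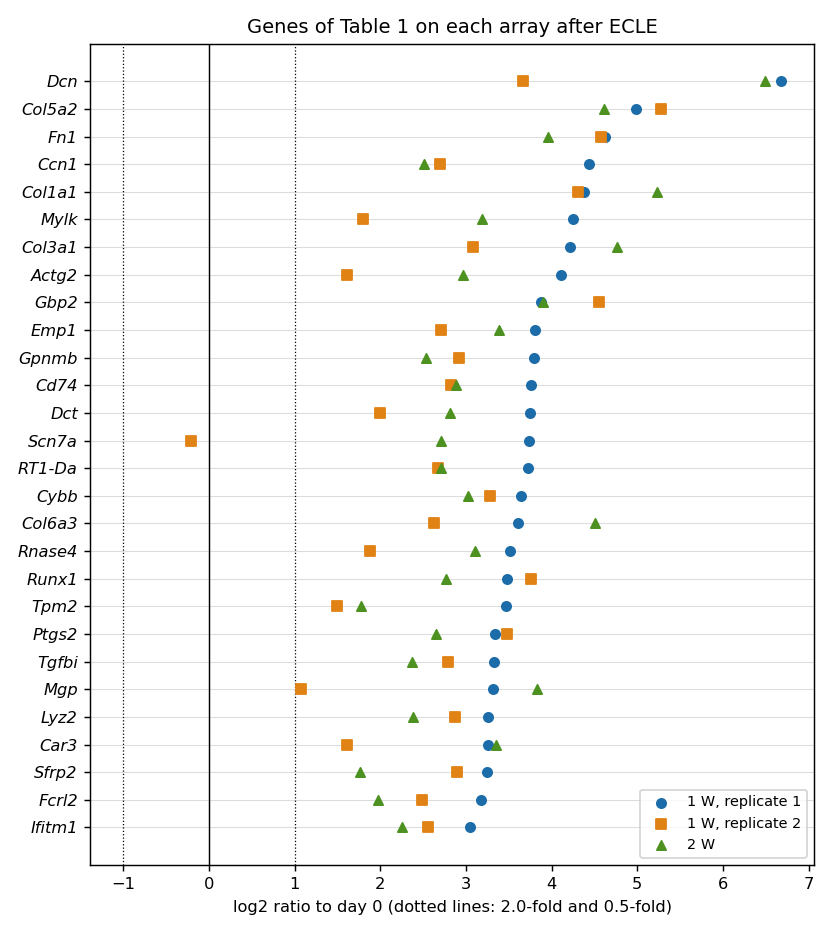
Log2 ratio to day 0 (horizontal axis) of the 28 genes of Table 1 with a probe set, in the order of the table, on replicate 1 at 1 W (circles), replicate 2 at 1 W (squares) and at 2 W (triangles), with the dotted lines at 2.0-fold and 0.5-fold. The circles descend in the order of the table from 6.68 for Dcn to 3.05 for Ifitm1, and the square of Scn7a lies at -0.21.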

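*Dcn*, which encodes the small leucine-rich proteoglycan decorin, went from the middle of the intensity range at day 0 to near its top. Its only probe set had an intensity of 46.5 at day 0, at the 46.1 percentile of that array. The intensity was 4238 on replicate 1 at 1 W, 506 on replicate 2 at 1 W and 2833 at 2 W, at the 99.4, 91.1 and 99.2 percentiles. Relative to day 0 these are ratios of 102.4, 12.7 and 90.3. The mean log2 ratio at 1 W was 5.17 (standard error 1.29), a ratio of 36.0, and it did not pass limma over all genes (adjusted p = 0.197). At 2 W the log2 ratio was 6.50 (standard error 1.49, adjusted p = 0.088). Among the scalings compared and the floor, it passed only with arrays scaled by their median or left as deposited. The 2 arrays at 1 W differed by 3.01 log2 units. Among the 18625 brighter probe sets, *Dcn* ranked 2 by its ratio on replicate 1, 29 on replicate 2 and 1 at 2 W, and among all 31042 probe sets it ranked 4, 226 and 9. Of 9 measured small leucine-rich proteoglycans, 4 were over 2.0-fold on each of the 3 arrays. *Lum*, which encodes the corneal and scleral proteoglycan lumican, was 4.22-fold higher at 1 W and 4.31-fold at 2 W (adjusted p = 0.142 and 0.0715 from limma). *Ogn*, which encodes osteoglycin, had ratios of 0.913 at 1 W (0.613 and 1.36 on replicates 1 and 2) and 0.546 at 2 W. None of the 9 passed limma over all genes, and 4 were higher at 1 W and 4 at 2 W when adjusted over the list alone.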

The most highly upregulated gene common in the three samples was *Dcn*, which showed more than 100-fold higher expression than the control. Genes encoding collagen type V, I, III, and VI were included in the top 30 genes shown in Table 1. fibronectin 1 (*Fn1*), *Tpm2,* and *Tgfbi*, which are related to EMT, were also included in the top 30 genes shown in Table 1.

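Collagens did not move as a single group. Of 23 measured collagen genes, 7 were over 2.0-fold and 3 under 0.5-fold on each of the 3 arrays after ECLE. *Col1a1*, a chain of the fibrillar type I collagen, rose 20.3-fold at 1 W (log2 ratio 4.34, standard error 0.17, adjusted p = 0.03 from limma) and 37.6-fold at 2 W (log2 ratio 5.23, standard error 0.19, adjusted p = 0.0405). *Col5a2*, a chain of type V collagen, rose 34.9-fold at 1 W (adjusted p = 0.03) and was 24.3-fold higher at 2 W (adjusted p = 0.0503), where its second probe set rose 19.3-fold. *Col3a1* was 12.5-fold and 27.1-fold higher (adjusted p = 0.121 and 0.0577), and *Col6a3* 8.69-fold and 22.8-fold (adjusted p = 0.125 and 0.0567). The 3 collagens under 0.5-fold were *Col4a1* and *Col4a2*, chains of the basement membrane collagen, with log2 ratios of -1.06 and -1.40 at 2 W, and *Col8a1* with -1.47, named here after their values were seen. When adjusted over the list alone, 7 collagens were higher and 4 lower at 1 W, and 7 higher and 6 lower at 2 W. Without the collagens of Table 1, 3 of 19 met each fold rule at both times. Among the genes of EMT, *Fn1*, the matrix glycoprotein fibronectin, rose 24.3-fold at 1 W and 15.6-fold at 2 W (adjusted p = 0.0297 and 0.0493). *Tgfbi*, a matrix protein induced by TGFβ, was 8.34-fold and 5.17-fold higher (adjusted p = 0.0998 and 0.0602). *Tpm2*, the beta chain of tropomyosin, was 11.1-fold higher on replicate 1 at 1 W, 2.81-fold on replicate 2 and 3.42-fold at 2 W, while its dimmer second probe set had log2 ratios of -2.66, -0.72 and -3.08 in the same order. *Tpm1* had log2 ratios of 0.83 at 1 W and -0.14 at 2 W by its brightest probe set, and its probe sets differed in direction at 2 W. *Acta2*, alpha smooth muscle actin, was 1.87-fold and 1.57-fold higher (adjusted p = 0.154 and 0.128). Of 29 measured genes of EMT and myofibroblasts, 12 were over 2.0-fold at both times, 9 of them on each of the 3 arrays, and none was under 0.5-fold at both. *Cdh1*, under 0.5-fold at both times, was counted with the lens epithelium markers and not here. Of the 12, *Actg2*, *Fn1*, *Mylk*, *Tgfbi* and *Tpm2* are in Table 1, so their direction is not independent evidence. limma called 2 of the 29 at each time over all genes. Of the same 29, it called 11 higher and 1 lower at 1 W and 6 higher at 2 W when adjusted over the list alone. The list's median log2 ratio was 0.83 at 1 W and 0.51 at 2 W, and the 2 W value turned to -0.06 with the values as deposited.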

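Most macrophage markers were higher than at day 0 at both 1 W and 2 W, and the other immune lists were mixed. Of 17 measured macrophage markers, 14 were over 2.0-fold on each of the 3 arrays, with a median log2 ratio of 2.31 at 1 W and 1.66 at 2 W. *Lyz2*, the lysozyme of phagocytes, was 8.37-fold and 5.21-fold higher, and *Gpnmb*, a transmembrane glycoprotein of macrophages and pigment cells, 10.2-fold and 5.77-fold. Of 12 measured genes of antigen presentation, 6 were over 2.0-fold on each array, with medians of 1.95 and 1.12. *Cd74*, the invariant chain of MHC class II, was 9.81-fold and 7.36-fold higher. Of 11 measured complement genes, 4 were over 2.0-fold on each array, and neither of the 2 brightest was among them. *Serping1*, the brighter one, had ratios of 1.68 and 0.942. *C1s*, a protease of the classical pathway, was 2.39-fold and 2.19-fold higher, with 1.83-fold on replicate 2. Of 11 measured chemokines and cytokines, 6 were over 2.0-fold on each array, while *Cxcl12*, a chemokine of stromal cells, had log2 ratios of 0.20 and -1.09. Of 22 measured interferon-induced genes, 2 were over 2.0-fold on each array, and the list's median of 0.26 at 2 W turned to -0.31 with the values as deposited. limma called none of these immune genes over all genes. When adjusted over each list alone, it called 14 macrophage markers higher at 1 W and 12 at 2 W, 9 and 6 genes of antigen presentation, 7 and 4 complement genes, 5 and 3 interferon-induced genes, and 2 and 2 chemokines and cytokines. It also called 1 interferon-induced gene and 1 chemokine or cytokine lower at 2 W in this way. Of the genes counted in these lists, *Lyz2*, *Gpnmb*, *Cybb*, *Cd74*, *RT1-Da*, *Ptgs2* and both interferon-induced genes over 2.0-fold on each array (*Gbp2* and *Ifitm1*) are in Table 1, so their direction is not independent evidence. Of 33 measured extracellular matrix glycoproteins, 12 were over 2.0-fold on each array, of which *Ccn1*, *Fn1*, *Mgp* and *Tgfbi* are in Table 1, and 2 were under 0.5-fold. limma called 1 of these glycoproteins at each time over all genes, and 12 higher and 6 lower at 1 W and 7 higher and 6 lower at 2 W when adjusted over the list alone. For the vasculature, 2 of 13 measured angiogenic factors were over 2.0-fold on each array, both of them in Table 1 (*Ccn1* and *Runx1*), and none of 11 endothelial markers was. *Vegfa*, a growth factor of endothelial cells, had log2 ratios of -0.83 and -0.55. The 2 brightest endothelial markers went opposite ways. *Tek*, an angiopoietin receptor, had log2 ratios of 0.68 and 0.44, and *Kdr* of -0.50 and -0.59, with another *Kdr* probe set differing in direction. When adjusted over the list alone, 6 angiogenic factors were higher and 2 lower at 1 W, 4 were higher and 5 lower at 2 W, and no endothelial marker passed, with none at 1 W and 2 higher at 2 W at an unadjusted p under 0.05. Of 20 measured matrix proteases, inhibitors and integrins, which act in cell migration, 3 were over 2.0-fold on each array, and 4 were higher and 3 lower at 1 W and 2 higher and 5 lower at 2 W when adjusted over the list alone. Of 13 measured genes of endoplasmic reticulum stress, none met a fold rule at both times or passed limma, also when adjusted over the list alone, and 1 was higher and 2 lower at 1 W and 3 were lower at 2 W at an unadjusted p under 0.05.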

Gene Ontology analysis revealed that genes upregulated at both 1 W and 2 W were associated with defense response, response to stimuli, development of vasculature, extracellular matrix, regulation of cell migration, and response to stress (Table 2).

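By their brightest probe sets, the genes of Table 3 other than those of lens proteins were also lower at 1 W and higher at 2 W than at day 0, with the exception of *Anxa9* on replicate 2. The paper chose these genes on the same arrays for this pattern, so their direction is not independent evidence. *Snhg11*, a non-coding host gene of small nucleolar RNAs, had 4 probe sets, and the brightest had ratios to day 0 of 0.358 and 0.555 on replicates 1 and 2 at 1 W and 5.37 at 2 W. A second *Snhg11* probe set was under 0.5-fold on both arrays at 1 W, with ratios of 0.379 and 0.433, and so was another, with 0.102 and 0.218, while the dimmest of the 4 had 0.13 and 1.34. *Slc46a3*, a lysosomal transporter, had ratios of 0.398 and 0.392 at 1 W and 1.71 at 2 W. *Colq*, the collagen tail of acetylcholinesterase, had ratios of 0.282 and 0.61 at 1 W and 1.87 at 2 W. *Slc24a2*, a sodium, potassium and calcium exchanger, had ratios of 0.705 and 0.52 at 1 W and 2.13 at 2 W by its brighter probe set, and 0.304, 0.728 and 4.73 by the other. *Anxa9*, an annexin, had ratios of 0.438 and 1.49 at 1 W and 1.85 at 2 W, at intensities of 6.1 to 20.1, which are below the level at which probe sets were tested, and its dimmer second probe set had 0.0456, 2.27 and 0.291. In the comparison of 2 W with 1 W, the adjusted p from limma was 0.139 for *Snhg11* and *Slc46a3*, 0.168 for *Colq* and 0.142 for *Slc24a2*, so none of them passed over all genes.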

Table 3 lists the genes which were downregulated at 1 W and upregulated at 2 W after ECLE. Genes related to the differentiation of lens fiber, including gamma crystallin (Cryg) and filensin (Bfsp1), were initially downregulated and subsequently upregulated during PCO development.

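*Crygb*, *Crygc* and *Crygd*, which encode gamma crystallins, structural proteins of the lens fiber, and *Bfsp1*, which encodes the beaded filament protein filensin, were lower at 1 W and higher at 2 W than at day 0. *Crygc* had an intensity of 2938 at day 0, 342 and 156 on replicates 1 and 2 at 1 W, and 7103 at 2 W. *Bfsp1* had intensities of 790.2, 213, 121 and 4987 in the same order. *Crygd* had ratios to day 0 of 0.139 and 0.00851 at 1 W and 1.97 at 2 W. *Crygb* had log2 ratios of -5.64 and -11.30 at 1 W and 0.88 at 2 W, and its intensity of 0.8 on replicate 2 lies near the bottom of that array. The 2 arrays at 1 W differed by 5.66 log2 units for *Crygb* and 4.03 for *Crygd*, against 1.08 for *Crygc* and 0.77 for *Bfsp1*. The log2 difference of 2 W from 1 W was 5.32 for *Crygc* (standard error 0.48) and 5.33 for *Bfsp1* (standard error 0.35), each with an adjusted p of 0.139 from limma, and 5.84 for *Crygd* (adjusted p = 0.188) and 9.36 for *Crygb* (adjusted p = 0.168). None of the 4 passed over all genes. For 2 W against day 0, the adjusted p from limma was 0.0577 for *Bfsp1*, 0.122 for *Crygc*, 0.766 for *Crygd* and 0.853 for *Crygb*. With arrays divided by their mean, *Crygd* and *Crygb* were under 2.0-fold there, with a single array at each of these times. *Cryga*, named here after its values were seen, had log2 ratios of -9.63 and -8.88 at 1 W and -5.28 at 2 W by the probe set brighter at day 0 (intensity 1318 there), and of 0.75, 0.91 and 1.48 by a second probe set (intensity 12.8 at day 0). Having placed these genes with lens fiber differentiation and lens development, the paper proposes that EMT may start early after ECLE and go on, and that differentiation and regeneration of lens fiber may start late.

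**Figure D3:**
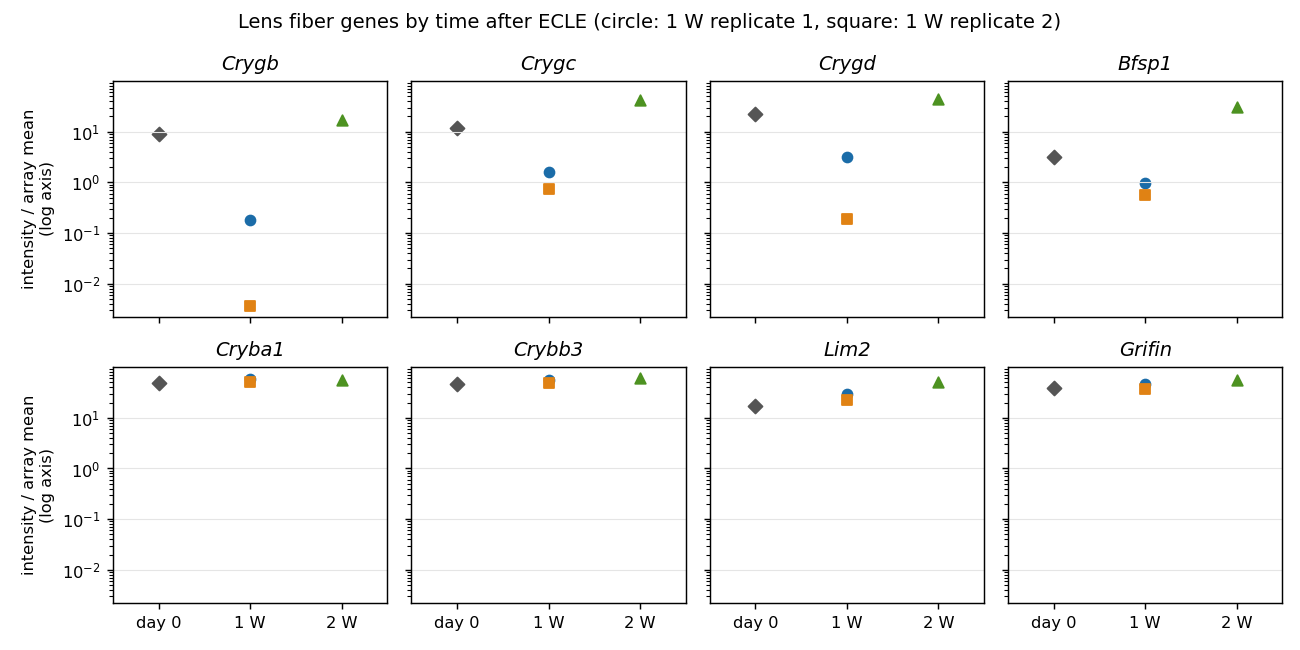
Intensity divided by the array mean (vertical log axis) of 8 lens genes at day 0 (diamond), 1 W (circle for replicate 1, square for replicate 2) and 2 W (triangle), with each point a single array. The genes Crygb, Crygc, Crygd and Bfsp1 dip at 1 W, while Cryba1, Crybb3, Lim2 and Grifin stay within a log2 ratio of 1.56 of day 0.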

Gene Ontology analysis revealed that genes downregulated at 1 W and upregulated at 2 W were associated with the structural constituent of the eye, lens development in the camera-type eye, lens fiber cell differentiation, and sensory perception (Table 4).

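Most lens fiber genes outside the crystallins were higher at 2 W than at 1 W, while *Cdkn1c* (log2 difference -0.27) and *Pitx3* (-0.48), named here after their values were seen, were lower. Of 14 measured genes of this list, 10 were higher at 2 W than at 1 W and 8 were higher at 2 W than at day 0 when adjusted over the list alone, and none passed limma over all genes. Their median log2 ratio was 0.12 at 1 W and 1.35 at 2 W, and the median difference of 2 W from 1 W was 1.27, at the 100.0 percentile of 10000 random lists of matched level. The 1 W median was 0.31 on replicate 1 and -0.07 on replicate 2, and it turned to -0.07 with the values as deposited. *Lim2*, an abundant membrane protein of lens fibers, had log2 ratios of 0.56 at 1 W and 1.56 at 2 W (adjusted p = 0.272 and 0.0602). *Grifin*, a lens protein of the galectin family, had log2 ratios of 0.10 (0.28 and -0.07 on replicates 1 and 2) and 0.53. Of all 13 measured crystallins, 1 was higher and 1 lower at 1 W, and 5 were higher at 2 W, when adjusted over the list alone, and none passed limma over all genes. At an unadjusted p under 0.05, 2 were higher and 3 lower at 1 W, and 8 were higher at 2 W. Of 10 measured crystallins other than gamma A to D, none met a fold rule at both times, with a median log2 ratio of 0.30 at 1 W and 0.48 at 2 W. Of these, 6 were higher at 2 W than at day 0 when adjusted over that list alone. *Cryba1* had log2 ratios of 0.20 at both times, and *Crybb3* of 0.19 and 0.43. Their intensities of 11738.9 and 11129.5 at day 0 lie near the top of that array, where changes are compressed if the signal saturates, which was not tested. *Bfsp1*, *Crygb*, *Crygc* and *Crygd* are in Table 3, chosen by the paper on these arrays. Without *Bfsp1*, 9 of 13 fiber genes were higher at 2 W than at 1 W when adjusted over the list alone.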

### 3.2. Confirmation of Gene Upregulation Using RT-qPCR and Western Blotting in Rat and Mouse PCO Models

We confirmed the results of microarray using RT-qPCR and western blotting. Expression of the *Dcn* mRNA and DCN increased significantly in rat PCO at 1 and 2 W (Figure 2a,b; * *p* < 0.0003). Similarly, *Dcn* mRNA level increased significantly in mouse PCO at 1 W (Figure 2c; * *p* < 0.0025). Furthermore, the expression of *Tgfbi* and *Tpm2* mRNAs increased significantly in rat PCO 1 W after ECLE (Figure 2).

### 3.3. Effect of TGFβ and FGF2 on the Expression of Dcn and Tpm1 in MLECs and SRA-HLECs

TGFβ-2 and FGF2 are involved in the regulation of PCO and EMT. To investigate whether the expression of Dcn was affected in MLECs or SRA-HLECs treated with TGFβ or TGFβ plus FGF, we selected TGFβ-2, the major isoform expressed in eyes that contributes to PCO [1], and FGF2, the most potent of all FGFs, for further analyses.

*Dcn* mRNA level increased in response to FGF2, and reduced in response to TGFβ-2 and a combination of FGF2 and TGFβ-2 on days 2 and 4 in MLECs (Figure 3a, * *p* < 0.05; ** *p* < 0.01). Furthermore, *Dcn* mRNA level increased in response to FGF2, and reduced in response to TGFβ-2 and a combination of FGF2 and TGFβ-2 on days 2 and 4 in MLECs (Figure 3a, * *p* < 0.05; ** *p* < 0.01). Similarly, the expression of *Dcn* mRNA increased significantly in SRA-HLEC after treatment with FGF2 (Figure 3b, * *p* < 0.004; ** *p* < 0.05).

### 3.4. Effect of hDCN Overexpression on TGFβ-Induced Tpm1 Upregulation

We observed that GFP was expressed in the GFP-vector and GFP-*hDCN*-transfected SRA-HLECs (Figure 4a). In GFP-hDCN-overexpressing SRA-HLECs, the expression of *hDCN* mRNA increased in SRA-HLECs and hDCN was secreted in the culture medium (Figure 4b,c; * *p* < 0.05). Expression of the *Tpm1* mRNA increased significantly in GFP-vector-transfected SRA-HLECs after treatment with TGFβ-2. However, *hDCN* overexpression significantly suppressed the upregulation of *Tpm1* mRNA in GFP-*hDCN*-transfected SRA-HLECs (Figure 4d). Alternatively, FGF2 treatment did not affect the expression of *Tpm1* in GFP-hDCN-overexpressing SRA-HLECs (Figure 4d; * *p* < 0.001, ** *p* < 0.02).

### 3.5. Lens Morphology of hDCN-Tg Mice

Compared to that in WT mice, histological changes in the lenses on PD2 were not observed in *hDCN-Tg* mice (Figure 5a,b). Expression of *DCN* in *hDCN-Tg* animals on PD2 was confirmed using histochemical staining for lacZ with X-Gal and immunostaining using an anti-DCN antibody. As shown in Figure 5c, X-gal staining was observed in the cytoplasm of LECs at the equatorial to bow region and in the primary lens fiber in *hDCN-Tg* mice on PD. However, X-gal staining was not observed in the lens tissue of WT mice (Figure 5d). Similarly, DCN was strongly immunostained in newly formed lens fibers of *hDCN-Tg* animals on PD2 (Figure 5e). However, DCN was not immunostained in the lenses of WT mice (Figure 5f). The difference in the X-gal and anti-DCN immunostaining sites is because of the inability of X-gal to penetrate to the center of the lens. Histological changes were not observed in the lenses of 8-, 25-, and 48-week-old *hDCN-Tg* and WT mice (25-week-old mice: Figure 5g,h). These results suggested that hDCN-overexpression did not affect lens development and differentiation.

### 3.6. Effect of hDCN Overexpression on Wound Healing on Lens Surface In Vivo

The wounded areas in the lens surface revealed fibroblast-like tissue changes, indicating EMT in WT and *hDCN-Tg* animals (Figure 6). On days 5 (Figure 6a,c) and 10 (Figure 6b,d), fibroblastic changes around the wounded area were smaller in *hDCN-Tg* (Figure 6c,d) than in WT mice after needle puncture (Figure 6a,b).

Fibroblastic LECs at the wound surface were immunopositive for αSMA on days 5 and 10 in both *hDCN-Tg* and WT mice (Figure 7a–d). The αSMA-immunopositive area in *hDCN-Tg* mice (Figure 7c,d) was smaller than that in WT mice (Figure 7a,b).

### 3.7. Relationship between Expression of DCN, Severity of Cataract, and Age in Aqueous Humor or Human LECs of Patients with Cataract

We examined whether the expression levels of DCN were associated with human cataracts and aging. The sample size to enroll in this study was estimated by the adequate power analysis. However, no significant associations were noted between age (Figure 8a) or the severity of the three major types of cataracts (cortical, nuclear, and posterior subcapsular) and *Dcn* mRNA levels in human LECs of patients with cataract (data not shown). Although DCN was detected in human aqueous humor, its concentration varied among subjects, showing no association with age, cataract subtype, or grade (range of concentration: 111.0~639.2; mean: 403.5 ± 126.3). Significant associations between age (Figure 8b) or severity of the three major types of cataracts (cortical, nuclear, and posterior subcapsular) and DCN protein levels in human aqueous humor of patients with cataracts were not observed (data not shown).

## 4. Discussion

In the present study, we investigated the gene expression profiles of rat PCO to understand the mechanism underlying its progression. Using microarray analysis, we identified several LEC genes, expression of which was modulated in response to ECLE. Our experimental data showed that *Dcn* was highly upregulated in rat and mouse PCO. Furthermore, the expression of other PCO-related genes such as *Tgfbi*, a *Tgf-β*-induced extracellular matrix (ECM) [7,21], and *Tpm2*, also increased in DNA microarray analysis, which was confirmed using RT-qPCR in rat and mouse PCO. In our previous study, *Tpm1* and *Tpm2* were upregulated in the multilayered, spindle-shaped LECs in a rat model of PCO, human cataracts with anterior subcapsular fibrosis, and human differentiated LECs in a dislocated lens capsule [18]. In this study, *Tpm2* expression increased similarly in rat PCO, confirming that our rat and mouse PCO models were stable. Gene Ontology analysis revealed that the function of upregulated genes in rat PCO both 1 W and 2 W after ECLE were associated with defense response, response to stimuli, development of vasculature, extracellular matrix, regulation of cell migration, and stress response. After cataract surgery, genes related to the wound healing process appear to be induced rapidly in LECs. The functions of genes that were downregulated at 1 W and upregulated at 2 W after rat ECLE were associated with differentiation of lens fiber and lens development, such as γ-crystallin and filensin. After ECLE, EMT may start in the early stage of PCO and continue thereafter. In contrast, differentiation and regeneration of lens fiber may start late during rat PCO progression.

Using in situ hybridization, previous studies have shown that *DCN* mRNA is expressed in human postoperative LEC tissues with anterior capsular opacification [30]. In this study, *Dcn* was also highly expressed in rat and mouse PCO tissues. Initially, we speculated that DCN was related to EMT and fibrosis, similar to Tpm as reported previously [12,18,27]. Expression of Tpm increased after the addition of TGFβ-2 and decreased after the addition of FGF2 in cultured MLEC and SRA-HLEC (SRA01/04) [31]. However, our study revealed that the expression of *Dcn* mRNA increased after the addition of FGF2 and decreased after the addition of TGFβ-2 in cultured MLECs and SRA-HLECs. The effect of TGFβ-2 and FGF2 administration on Dcn expression was opposite to the effect on Tpm expression. DCN, a member of the small leucine-rich proteoglycan gene family containing leucine repeats with a glycosaminoglycan chain that harbors one chondroitin/dermatan sulfate (DS) side chain at its N-terminus, was originally named because of its ability to “decorate” collagen fibrils, thereby regulating fibrillogenesis, a key mechanism of matrix assembly and homeostasis [32,33]. Other studies have shown that DCN regulates the TGFβ signaling pathway and inhibits the growth of various tumor cells [34]. DCN suppresses tumor cell-mediated angiogenesis by inhibiting the endogenous production of vascular endothelial cell growth factor [35], similar to neutralizing antibodies directed toward the epidermal growth factor receptor (EGFR) [36]. Furthermore, DS from proteoglycans contributes to the signaling behavior of FGF2 [37] and hepatocyte growth factor/scatter factor [38]. Penc et al. (1998) demonstrated that DS released during wound repair can also activate FGF2 signaling [37]. FGF2 and TGFβ are related to the progression of PCO after cataract surgery [1,39,40]. After lens extraction surgery, FGF2 and TGFβ were upregulated in rabbit aqueous humor, while differentiation/proliferation and EMT of LEC were associated with PCO [40]. Hence, we speculated that DCN may be associated with the differentiation of LECs, but not EMT of LEC, as DCN expression increased in normal LEC treated with FGF2. We reported that TGFβ-2 induced epithelial-myofibroblastic transition in LEC and myofibroblast-like alternation with Tpm-positivity [12]. It is unclear whether DCN suppresses EMT, while DCN expression is reduced by TGFβ-2 in LEC, accompanied by EMT.

We generated *hDCN-Tg* mice to confirm the role of DCN in lens development, PCO, or EMT. Overexpression of *hDCN* in the lens of *hDCN-Tg* mice did not affect the development, growth, differentiation, and morphology of the lens. These results suggest that administration or overexpression of *DCN* did not adversely affect lens development and histology. In contrast, this study showed that pathological wound healing, such as fibroblastic EMT-like changes in a model of mouse lens injury was less severe in *hDCN-Tg* than in WT animals, suggesting that overexpression of *DCN* delays abnormal wound healing in mouse lenses and that DCN plays a protective role in the induction of pathological EMT in lenses. *DCN* expression increased in mouse and rat PCO tissues. We speculated that the upregulation of *DCN* was induced by FGF2, which may play a protective role against fibroblastic changes of LECs after cataract surgery. Reports show that DCN reduces subconjunctival tissue scarring [41] and intraocular pressure via fibrinolysis of the scarred trabecular meshwork [42] in animal models [43]. It modulates matrix metalloproteinase (MMP) activity by increasing levels of plasminogen [44], favoring higher ECM turnover and degradation. Indeed, DCN increases MMP-2 and MMP-9 levels, reduces extracellular matrix deposition [45], and attenuates fibrotic changes in animal models of many pathological conditions, including proliferative vitreoretinopathy [46], renal fibrosis [47], and spinal cord injury [48]. *DCN* is induced in residual lens epithelial cells after ECLE and participates in regulating PCO formation. The overexpression of *DCN* participates in regulating the anti-fibroblastic pathways to protect against surgical stress and participates in regulating the EMT, and the migration of residual capsular epithelial cells by inhibiting the action of TGFβ and Tpm. Thus, the addition or induction of DCN may inhibit the fibroblastic and EMT-associated changes observed in PCO.

Nevertheless, studies regarding *DCN* expression and the effects of its expression levels in human LECs before cataract surgery are lacking. DCN is present and secreted in human anterior aqueous humor and is expressed in human cataractous LECs. In age-related cataracts, DCN concentrations in human anterior aqueous humor and *DCN* expression in HLEC did not correlate with age, and opacity type or grade. It is of course cumbersome to analyze the level of *DCN* in human PCO samples and aqueous humor after cataract surgery in vivo. Nevertheless, the results of our in vitro and coupled with in vivo experimentation with *DCN* transgenic mice, adds weight that DCN is secreted into the aqueous humor and can play an important role in the human PCO or wound healing process in human LEC. We recognize that further studies are required to detail the exact contribution of DCN in human lens/LECs health.

Currently, there is no effective method for predicting who will develop PCO or to prevent its occurrence, and eradication of the disease remains an unmet goal in ophthalmology. Certain molecules, such as cytotoxic chemicals, or distilled water may non-specifically induce cell death during cataract surgery and influence the surrounding ocular tissues [49,50]. Aberrant TGF β signaling plays a major role in the EMT of cells akin to its role in the development of human PCO. Thus, drugs and molecules which inhibit TGF β signaling, myofibroblasts and EMT, should be considered for the treatment of PCO [27,31,51,52]. Based on the findings obtained in this study, overexpression of *DCN* in animal models could help further expand data that may ultimately lead to clinical studies and therapeutic interventions.

However, some limitations should be noted. First, experiments for the addition or injection of DCN are required, because DCN is a secreted protein. Thus, we are planning to produce a DCN recombinant protein for further study. Second, PCO *hDCN-Tg* mice should be generated and analyzed. Third, we have not analyzed the levels of human *DCN* expression by cataract grading, because the number of human samples was not adequate. It may be necessary to study the relationship between human cataracts and DCN.

## 5. Conclusions

In conclusion, this study revealed that the expression of *DCN* mRNA and protein increased in LECs in animal models of PCO. The development of new therapies for reducing fibrosis and pathological EMT induced by wound healing responses and PCO are necessary to maintain quality of vision after cataract surgery. We believe that administration of DCN or other surgical treatments will help in further reducing secondary cataract and surgical failure by minimizing postoperative PCO or scarring.

## Figures and Tables

**Figure 1:**
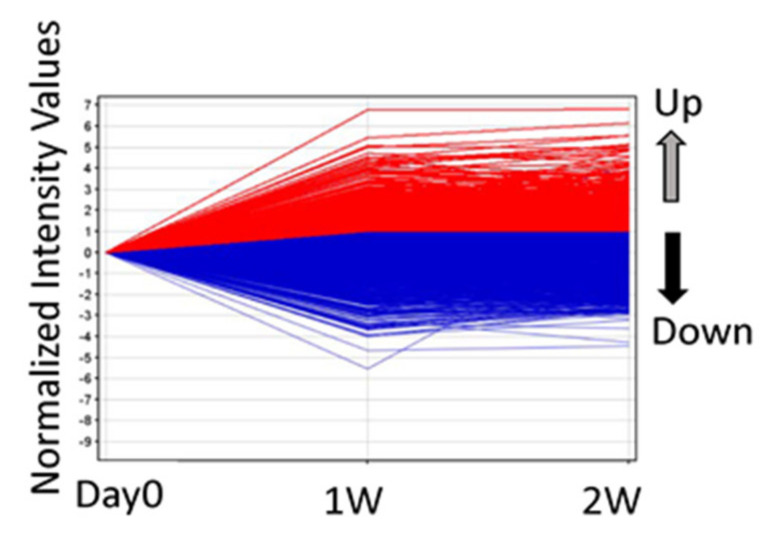
Differences in gene expression profile between 1 week (W) and 2 W groups after extracapsular clear-lens extraction (ECLE). Scatter plots were used to distinguish the differentially expressed mRNA. Red and blue indicate high and low expression, respectively.

**Figure 2:**
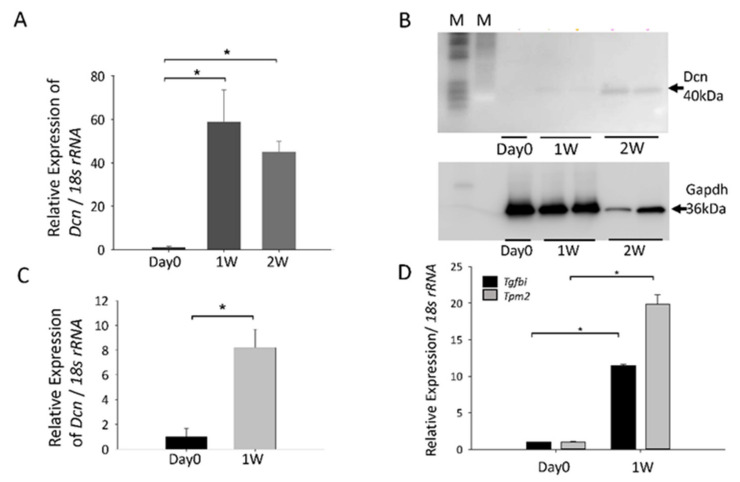
RT-qPCR validation of *Dcn* and *Tpm2* expression in rat or mouse posterior capsule opacification (PCO). (**A**) Expression of *Dcn* mRNA in rat PCO samples 1 and 2 weeks (W) after extracapsular clear lens extraction (ECLE) was compared to that on day 0 (* *p* < 0.0003) (**B**) Expression of *DCN* protein in mouse PCO samples 1 and 2 weeks after ECLE compared to that on day 0 (* *p* < 0.0025) (**C**) Expression of *Dcn* mRNA in mouse PCO samples 1 week after mouse PCO onset was compared to that on day 0 (* *p* < 0.0025) (**D**) Relative expression of *Tgfbi* and *Tpm2* mRNAs 1 week after mouse PCO onset was compared to that on day 0 (* *p* < 0.000001). Data were from three experiments and were reported as mean ± S.D (*n* = 3).

**Figure 3:**
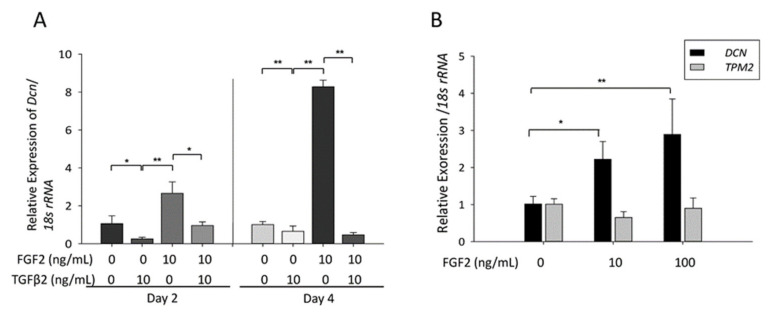
Expression of *Dcn* and *Tpm1* in cultured mouse lens epithelial cells (MLECs) and human mouse lens epithelial cells (HLECs) after treatment with FGF2 with/without TGFβ-2. (**A**) Cultured MLECs were plated in 35-mm dishes at the density of 1 × 10^5^ in Dulbecco’s modified Eagle’s media (DMEM) with 10% FBS for 24 h. LECs were treated with 10 ng/mL TGFβ-2 and/or 100 ng/mL FGF2 in DMEM containing 1% FBS for 2 and 4 days. The relative quantity of *Dcn* mRNA was determined using RT-qPCR analysis. * *p* < 0.004, ** *p* < 0.001. (**B**) Cultured HLECs were plated in 35-mm dishes at the density of 8 × 10^4^ in DMEM with 20% FBS for 24 h. LECs were treated with 0–100 ng/mL FGF2 in DMEM containing 1% FBS for 2 days. Relative quantity of *Dcn* and *Tpm1* mRNA was determined using RT-qPCR analysis. * *p* < 0.004, ** *p* < 0.05. Data were from three experiments and were reported as mean ± S.D. M: marker.

**Figure 4:**
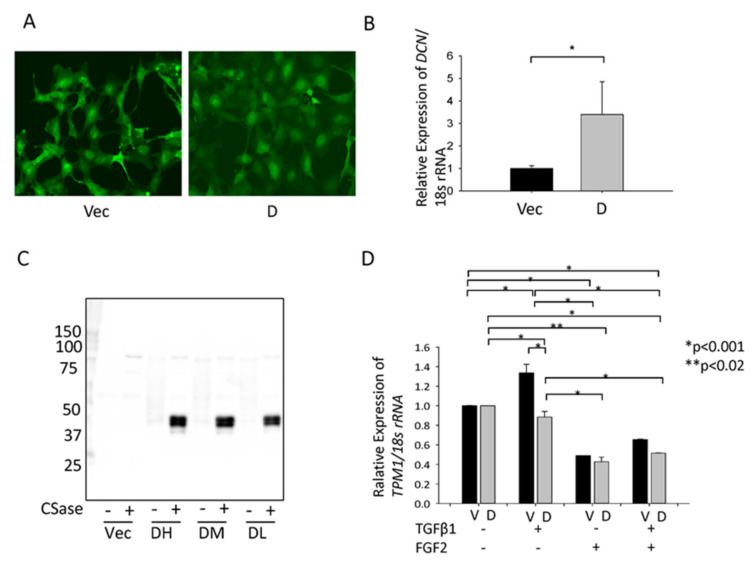
Effect of overexpression of hDCN in HLECs. (**A**) We monitored the transduction efficiency of GFP-vector (Vec) and GFP–hDCN (D) by observing the GFP-expressing cells within the live cell population. (**B**) RT-qPCR was performed to confirm the expression level of *hDCN* mRNA in GFP-vector (Vec) and GFP–hDCN (D)-overexpressing SRA-HLECs. * *p* < 0.05. (**C**) The collected culture supernatant was subjected to SDS-PAGE. In total, 250 ng protein was loaded per lane after concentrating the culture supernatant and digesting the GAG chain with or without protease-free chondroitinase (CSase). The secretion of DCN from SRA-HLEC overexpressing GFP–hDCN (Expression level: DH, High; DM, moderate; DL, Low) or GFP-Vec (Vec) was confirmed using western blotting. The core protein of DCN was approximately 50 kDa. (**D**) Cultured GFP-vector (V) or GFP–hDCN (D)-transfected SRA-HLECs were plated in 35-mm dishes at the density of 8 × 10^4^ in DMEM with 20% FBS for 24 h. LECs were treated with 10 ng/mL TGFβ-2 and/or 100 ng/mL FGF2 in DMEM containing 1% FBS and incubated for 2 days. TPM1 mRNA level was analyzed using RT-qPCR. PC; Positive control, human dermis (1 μg/lane). * *p* < 0.001, ** *p* < 0.02.

**Figure 5:**
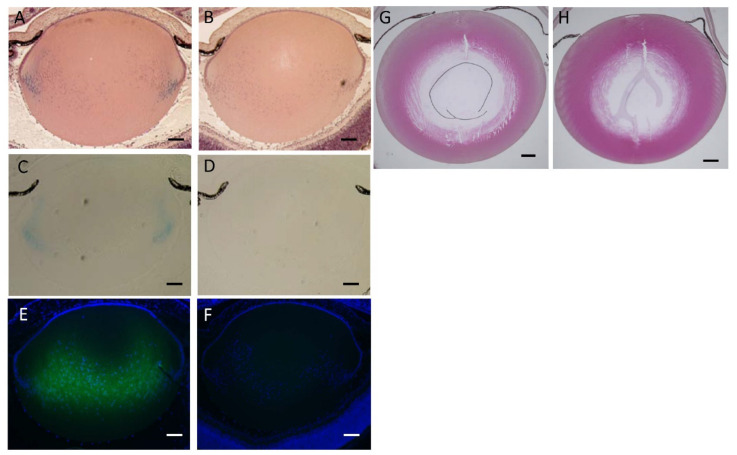
β-Galactosidase expression and histochemical analysis of lenses in *hDCN-Tg* animals. The findings regarding lens tissue in *hDCN-Tg* (**A**) newborn mice (PD1) did not differ from those in WT (**B**). (**C**) Lens images showing the expression of β-galactosidase in the anterior epithelial cells and primary lens fiber cells of the newborn *hDCN-Tg* mouse lens, revealed by X-gal staining. (**D**) Control sections from WT mice at PD1 were not stained with X-gal. (**E**) *DCN* was strongly immunostained in the lens fiber of the *hDCN-Tg* animal at PD1, suggesting that *DCN* secreted from LECs perfused into the lens fiber. (**F**) DCN immunostaining signal was undetectable or negative at PD1 in the lens of WT mice at PD1. Adult lenses in 25-week-old hDCN-Tg animals (**G**) did not show lens fiber damage and epithelial cell changes and did not differ from those in WT (**H**). Scale bar = 200 µm in a,b,c,d,e, and f; 100 µm in g and h.

**Figure 6:**
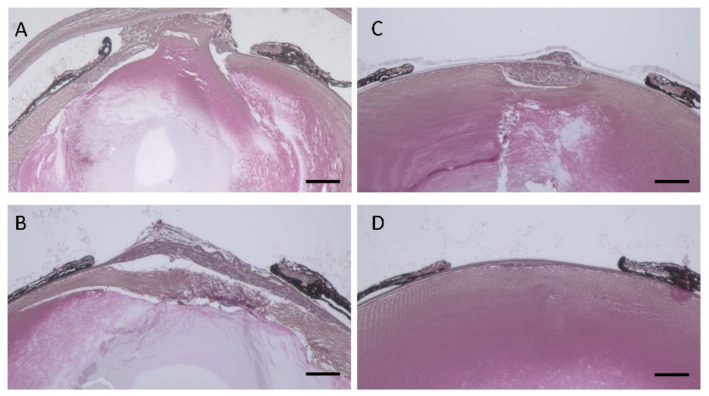
*hDCN*-*Tg* suppressed epithelial-mesenchymal transition (EMT) and fibroblastic changes in injured mouse lenses. Paraffin sections of the lenses of WT (**A**,**B**) and *hDCN*-*Tg* animals (**C**,**D**) with injury at 5 and 10 days were prepared and stained with H & E. Scale bar, 100 μm. Results are representative of six independent lenses.

**Figure 7:**
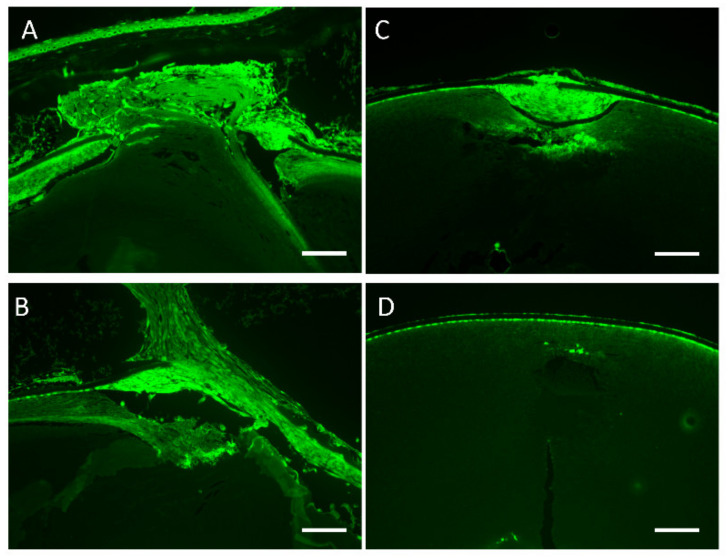
α-SMA was expressed in fibroblastic tissues observed in *hDCN-Tg* and WT animals. Paraffin sections of lenses of WT (**A**,**B**) and *hDCN-Tg* animals (**C**,**D**) with injury at 5 (**A**,**C**) and 10 (**B**,**D**) days were prepared and immunostained with anti-αSMA Ab. Scale bar, 100 μm. Results are representative of six independent lenses.

**Figure 8:**
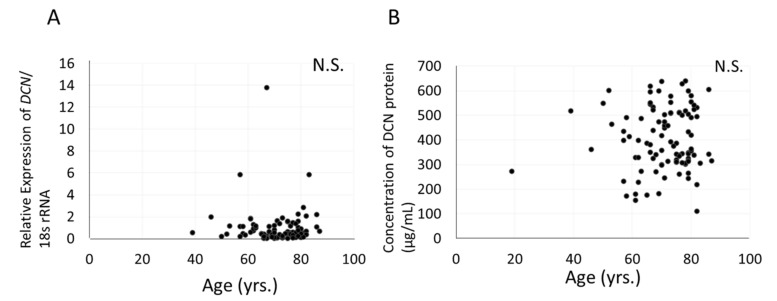
Relationship between age and *Dcn* mRNA expression in human LECs, and between age and concentration of DCN protein in human aqueous humor. RT-qPCR validation of *Dcn* mRNA expression in human LECs (**A**) and ELISA for DCN concentration in aqueous humor from patients with cataract (**B**) compared to that in the control (human LECs obtained from the clear lens after vitrectomy for removal of epiretinal membrane). N.S.: not significant; yrs: years-old.

**Table 1:** Lists of top 30 genes which were > 2.0 times up-regulated at 1 W and 2 W after ECLE.

	Gene Symbol	Gene Description		Gene Symbol	Gene Description
1	*Dcn*	decorin	16	*RT1-Da*	RT1 class II, locus Da
2	*Col5a2*	collagen, type V, alpha 2	17	*Cybb*	cytochrome b-245, beta polypeptide
3	*Fn1*	fibronectin 1	18	*Col6a3*	collagen, type VI, alpha 3
4	*Cyr61*	cysteine-rich, angiogenic inducer, 61	19	*Rnase4*	ribonuclease, RNase A family 4
5	*Col5a2*	collagen, type V, alpha 2	20	*Runx1*	runt-related transcription factor 1
6	*Col1a1*	collagen, type I, alpha 1	21	*Tpm2*	tropomyosin 2, beta
7	*Mylk*	myosin light chain kinase	22	*Ptgs2*	prostaglandin-endoperoxide synthase 2
8	*Col3a1*	collagen, type III, alpha 1	23	*Tgfbi*	transforming growth factor, beta-induced
9	*Actg2*	actin, gamma 2, smooth muscle, enteric	24	*Mgp*	matrix Gla protein
10	*Gbp2*	guanylate binding protein 2, interferon-inducible	25	*Ednrb*	endothelin receptor type B
11	*Emp1*	epithelial membrane protein 1	26	*Lyz2*	lysozyme 2
12	*Gpnmb*	glycoprotein (transmembrane) nmb	27	*Car3*	carbonic anhydrase 3
13	*Cd74*	Cd74 molecule, major histocompatibility complex	28	*Sfrp2*	secreted frizzled-related protein 2
14	*Dct*	dopachrome tautomerase	29	*Fcrls*	Fc receptor-like S, scavenger receptor
15	*Scn7a*	sodium channel, voltage-gated, type VII, alpha	30	*Ifitm1*	interferon-induced transmembrane protein 1

**Table 2:** Gene Ontology (GO) analysis; 1 W and 2 W > Day 0: > 2.0 times.

GO Accession Number	GO Term
GO:0006952|GO:0002217|GO:0042829	Defense response
GO:0009605	Response to external stimulus
GO:0051707|GO:0009613|GO:0042828	Response to other organisms
GO:0009607	Response to biotic stimulus
GO:0050896|GO:0051869	Response to stimulus
GO:0043207	Response to external biotic stimulus
GO:0001944	Vasculature development
GO:0031012	Extracellular matrix
GO:0030334	Regulation of cell migration
GO:0006950	Response to stress

**Table 3:** Lists of genes which were < 0.5 times down-regulated at 1 W and > 2.0 times up-regulated at 2 W after extracapsular clear lens extraction (ECLE).

Gene Symbol	Gene Description	1 W	2 W
*Crygb*	crystallin, gamma B	0.021	2.292
*Crygc*	crystallin, gamma C	0.139	4.448
*Crygd*	crystallin, gamma D	0.148	2.450
*Colq*	collagen-like tail subunit (single strand of homotrimer) of asymmetric acetylcholinesterase	0.300	2.324
*Bfsp1*	beaded filament structural protein 1, filensin	0.321	11.611
*Slc24a2*	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2	0.323	5.878
*Snhg11*	small nucleolar RNA host gene 11 (non-protein coding)	0.380	6.667
*Slc46a3*	solute carrier family 46, member 3	0.423	2.121
*Anxa9*	annexin A9	0.466	2.296

**Table 4:** Gene Ontology (GO) analysis.

GO Accession	GO Term
GO:0005212	Structural constituent of eye
GO:0002088	Lens development in camera-type eye
GO:0007601	Visual perception
GO:0070306	Lens fiber cell differentiation
GO:0050953	Sensory perception of light stimulus
GO:0005198	Structural molecule activity
GO:0043010|GO:0001747|GO0031075	Camera-type eye development
GO:0001654|GO:0042460	Eye development
GO:0070307	Lens fiber cell development
GO:0007600	Sensory perception

## Data Availability

The data for the microarray analysis were deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE152593).

How the deposited data were processed for this re-analysis (not part of the article)

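RNA of lens capsules with LECs was measured on 4 Affymetrix arrays, 1 at day 0, 2 biological replicates at 1 W (7 days) and 1 at 2 W (14 days) after ECLE. The authors labeled the RNA, scanned the arrays and made probe set values with Affymetrix Command Console and Expression Console (the latter also named in the submitters' processing notes), and they deposited a linear intensity for each of 31099 probe sets, from 0.0183 to 14184. The summary algorithm, any scaling target and whether the per chip normalization of the methods is already in the deposited intensities are not given in the sources used here. How many eyes or animals each array holds is not given either. The 2 arrays at 1 W are labeled biological replicates, and all p-values rest on the spread between them.

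The following was computed from the deposited intensities. The 57 control probe sets were left out. The array medians differed by 0.84 log2 units, above the limit of 0.5 set beforehand, so each array was divided by its mean and log2 was taken. A ratio is the value after ECLE over day 0, and the 1 W value is the mean log2 value of its 2 arrays. The fold rules of the paper, over 2.0 or under 0.5, were counted over all 31042 probe sets. Probe sets at or above the 40th percentile of mean log2 level (18625) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, 3 groups, Benjamini-Hochberg adjustment, threshold 0.05, two-sided). The fit had 1 residual degree of freedom and 3.12 prior degrees of freedom. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

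Names come from the platform annotation. Of its single symbols, 20758 matched the RefSeq gene table of rat assembly GRCr8 and 0 were changed. *Cyr61* and *Fcrls* of Table 1 are synonyms of *Ccn1* and *Fcrl2* there, and these symbols were used. A gene is represented by its probe set with the highest mean level, which gives 14217 genes, 10455 of them at or above the filter. Genes named in the text are those the paper names from the arrays with *Tpm1* and *Acta2*, up to 10 called genes in each direction at each time, and of each gene list up to 2 called members in each direction or, where none was called, its 2 brightest members. A fold-rule group of 15 probe sets or fewer would also have been named. Genes picked outside this rule are marked in the results as chosen after their values were seen. The values of Tables 1 and 3 had been seen when the rule was written. For each of 34 gene lists, the members called, those meeting the fold rules and the percentile of the list's median among 10000 random lists matched on level in 20 bins were computed. The lists, the rule for named genes and the settings were fixed before the data were examined, apart from 2 lists (other retinal cells, and ciliary body and iris) and the settings named as added in the closing section.

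limma was tested on simulated arrays with 200 changed probe sets among 18625. It recovered mean log2 changes of 1.06, 2.08, 3.99 and 6.07 for true changes of 1, 2, 4 and 6 at 1 W. Of 50 probe sets each it called 0, 15, 26 and 29 at 1 W and 0, 7, 24 and 28 at 2 W, and it called 9 and 13 of 18425 unchanged ones. To set the overlaps of fold rules beside chance, 100 sets of unchanged arrays were simulated with the noise between the 2 arrays at 1 W. In each set both ratios shared a day 0 array. Settings compared were median, 75th percentile and quantile scaling, a floor at the 20th percentile, genes in place of probe sets, no filter or a 60th percentile filter, limma without a trend or robust, all arrays after ECLE as 1 group, the rule on each array, a linear mean at 1 W and each 1 W replicate left out. Without a 1 W replicate limma has no residual degrees of freedom, so no test was run there. No group had 4 to 10 arrays, so no array was tested as an outlier. For arrays without detection calls, the signal over background of dim probe sets is unknown, and ratios of dim probe sets are the least certain.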

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

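The medians of several gene groups, and single genes, that the paper does not name were higher than at day 0 on every array after ECLE. Not every group member was higher: 6 of 11 chemokines and cytokines and 6 of 12 antigen presentation genes were over 2.0-fold on each array. In addition, 5 of the brighter probe sets were below day 0 at 1 W and above it at 2 W. The thresholds for this part (a list median over 1 log2 unit on each array with at least 5 measured members, and over 2-fold each way on every array for single genes at or above the 40th percentile of level, with 86 such probe sets at all levels) were set after list values had been seen. The tests of pigment cells, of array scaling and of lens fiber cells were chosen only after the results were seen, while those of retina RNA and of iris or ciliary body cells were written before their lists were computed.

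Genes called by limma that the paper does not discuss were *Serpina3n* (log2 ratio 5.40 at 2 W), *Tagln* (4.75) and *Nefh* (4.52). Median log2 ratios at 2 W over 1 were found for smooth muscle markers (2.29), macrophage markers (1.66), antigen presentation (1.12) and chemokines and cytokines (1.06). The median of chemokines and cytokines at 2 W was 0.49 with the values as deposited, and those of the other groups ranged from 0.55 to 1.43 for antigen presentation, 1.10 to 2.00 for macrophage markers and 1.72 to 2.60 for smooth muscle markers over the scalings run.

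Every 1 W array was below and the 2 W array above day 0 by over 2-fold for *Bfsp1* (log2 difference of 2 W from 1 W 5.33), *Crygc* (5.32), *Fam89a* (4.58), a probe set of *Snhg11* (3.76) and *Fabp5* (2.92). limma's comparison of 2 W with 1 W called none of them over all genes. When adjusted over the list alone, 3 of 13 crystallins and 10 of 14 other lens fiber genes were higher at 2 W than at 1 W. The first pattern weighed is the low level of *Crygb*, *Crygc*, *Crygd* and *Bfsp1* at 1 W and their higher level at 2 W. Over every scaling, the highest log2 ratio at 1 W among *Crygb*, *Crygc*, *Crygd* and *Bfsp1* was -1.99 and the smallest difference of 2 W from 1 W was 4.94, which argues against scaling between arrays. The other fiber genes had a median log2 ratio of 0.14 at 1 W (interquartile range 0.322), with 4 of 13 below 0 and the lowest at -0.91. This argues against a general loss of lens fiber cells as the explanation of the dip at 1 W. A loss limited to some of the fiber cells was not tested. For the difference of 2 W from 1 W, a larger share of lens fiber cells at 2 W remains a candidate explanation of a part: the other fiber genes had a median difference of 1.19, at the 100.0 percentile of random lists. Composition of the sample and the fiber differentiation that the paper proposes were not separated by this test.

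The second pattern is the low level of photoreceptor transcripts after ECLE. Their median log2 ratio was at most -2.15 over both times and every scaling, which argues against scaling between arrays. A candidate explanation is retina RNA in the day 0 sample: the median of other retinal cell markers was low as well, with a percentile among random lists of at most 0.11 at the 2 times. None of these markers passed limma when adjusted over the list alone. At an unadjusted p under 0.05, 1 of the 14 was lower at 1 W and 3 at 2 W. By array at 1 W the percentile was 2.14 on replicate 1 and 9.26 on replicate 2, so replicate 2 alone did not meet the limit of 2.5 set for this test. The median intensity of photoreceptor markers was 1310 at day 0, 100.2 and 431 at 1 W and 116 at 2 W, with *Sag* highest at day 0 (2765). Of the 14 measured markers of other retinal cells, 2 are also in another list. A change in LECs themselves was not tested and remains open.

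The third pattern is that 24 of 28 genes of Table 1 were higher on replicate 1 than on replicate 2 at 1 W. The median difference of these genes was 0.96 log2 units and that of photoreceptor markers -2.12, with all 12 lower on replicate 1, which argues against scaling by a single factor, since a factor moves all genes alike. Ciliary body and iris markers, 5 of whose 12 measured genes are also in other lists, had a median difference at the 0.0 percentile of random lists (-0.40). The list as a whole was therefore not higher on replicate 1. It pools both tissues, so it cannot show whether iris tissue alone was more abundant there. More pigment cells in replicate 1 remain a candidate explanation for part of the pattern, since pigment cell markers other than Table 1 genes lay at the 100.0 percentile (median difference 0.97). Markers of other cells were higher on replicate 1 as well, with median differences of 0.61 for smooth muscle other than Table 1 genes, 0.75 for endothelial and 0.57 for Schwann cell markers (*Scn7a* of Table 1 among them), so the pattern is not special to pigment cells. Markers of other retinal cells went the other way, as photoreceptor markers did, with a median difference of -1.15 (0.0 percentile). A choice of genes by replicate 1 is a candidate explanation too, since genes chosen for high values on an array tend to lie higher there. The order of Table 1 is that of replicate 1 (Spearman's rho 1.0, against 0.42 for replicate 2). With 75th percentile scaling, 8 of 9 ratios of Table 3 at 1 W were within 1% on replicate 1 and 0 on replicate 2. How much of the pattern such a choice makes was not tested. A biological difference between the rats of the 2 arrays was not tested.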

How the results depend on the processing

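Results are given for the settings fixed before the data were examined and for 4 settings added after (values as deposited, and 75th percentile scaling with replicate 1 alone, for counts with and without the 40th percentile filter and for the named genes). Where no filter or smaller set of probe sets makes a shift by its construction, the cause was not tested. Of the genes of Table 1, *Scn7a* changed sign, with a 1 W log2 ratio of -0.21 without replicate 1 and 3.74 without replicate 2. Of 184 log2 ratios of named genes, 11 had another sign with median scaling, 11 with 75th percentile scaling, 8 with quantile scaling, 17 as deposited and 0 with the floor, and of 86 medians of gene lists 7, 8, 4, 21 and 0 had. At 1 W, 10 of 92 named genes had another sign without replicate 1 and 2 without replicate 2, and 5 and 4 of 43 list medians had. Without a 1 W replicate limma has no residual degrees of freedom and was not run. With 1 array at day 0 and at 2 W, these values have no replicate check. No paired analysis was possible because the groups share no replicate numbers. Array intensities come without detection calls, so signal over background limits all dim probe sets in a way not measured here.

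Probe sets over 2.0-fold at both times (1975) were 508 with the 40th percentile filter, 247 with the 60th, 727 with a floor at the 20th percentile, 872 as genes, and 752 with 75th percentile scaling, replicate 1 alone and the 40th percentile filter. Those under 0.5-fold at both times (2233) were 714, 355, 1312, 676 and 657 under the same settings, 1127 when each array had to meet the rule, and 3755 as deposited. Those lower at 1 W and higher at 2 W (189) were 9, 6, 14, 61 and 16, 86 on each array, 115 as deposited, and 390 with 75th percentile scaling and replicate 1 alone. The opposite group (98) was 2, 0, 4, 25 and 2, and 42 on each array. Leaving out a 1 W replicate gave 1932 to 1996, 1596 to 2619, 265 to 275 and 123 to 173 for the 4 groups. Of the fold-rule probe sets at both times, 46.9% were higher in the main setting, 58.6% with median, 57.4% with 75th percentile and 54.5% with quantile scaling, 35.7% with the floor and 26.2% as deposited.

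limma's calls (9 higher and 0 lower at 1 W, 9 and 0 at 2 W, 0 and 0 for 2 W against 1 W) were 260 and 146, 948 and 683, and 158 and 51 with median scaling, of which 64.0%, 58.1% and 75.6% were higher. With values as deposited they were 87 and 163 (34.8% higher), 344 and 7630 (4.3%), and 193 and 4228 (4.4%). With 75th percentile scaling, 276 were higher and 123 lower at 2 W (69.2% higher). Calls higher at 2 W were 5 with the floor, 5 with the 60th percentile filter, 4 as genes, and 0 with quantile scaling or with no intensity trend. Calls higher at 1 W were 5 as genes, 4 with the 3 arrays after ECLE together and 0 with no intensity trend. The 9 probe sets called at 1 W kept their call under median and 75th percentile scaling, the floor, values as deposited, no filter, the 60th percentile filter and robust limma, and 8 under quantile scaling. Of the 9 called at 2 W, 9 kept it under median and 75th percentile scaling, as deposited and with robust limma, 6 with no filter, 5 with the floor and with the 60th percentile filter, and 0 under quantile scaling. The simulation called 9 and 13 unchanged probe sets at 1 W and 2 W. Of 50 each with true log2 changes of 2, 4 and 6, it called 15, 26 and 29 at 1 W. At 2 W it called 7, 24 and 28. Single calls stay open, and the share of false calls on the arrays is not known. *Dcn* at 2 W passed the threshold with median scaling (log2 ratio 6.77) and as deposited (5.93), and its 1 W log2 ratio ranged from 3.66 to 6.68 without a replicate.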

Differences from the paper's values

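The paper reports 490 genes over 2.0-fold at both 1 W and 2 W, and 1975 probe sets met this rule here. Of the settings fixed before the data were examined, the count fell within 1.5 times the paper's with a floor at the 20th percentile (727) and with a 40th percentile filter (508), and it did not with median (2391), 75th percentile (2348) or quantile scaling (2196), genes in place of probe sets (872), either replicate left out (1932 and 1996), a 60th percentile filter (247), the rule on each array (1342) or a linear mean at 1 W (2148). The paper's methods name the fold thresholds and no intensity filter.

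The paper reports 504 genes under 0.5-fold at both times, and 2233 probe sets met this rule here. The count fell within the paper's with genes in place of probe sets (676), a 40th percentile filter (714) and a 60th percentile filter (355), and not with median (1688), 75th percentile (1740) or quantile scaling (1835), the floor (1312), without replicate 1 (1596) or 2 (2619), the rule on each array (1127) or a linear mean (1919). With 75th percentile scaling, replicate 1 alone and the 40th percentile filter, chosen after the values were seen, it was 657, and 28 of the 28 measured genes of Table 1 and, by any probe set, 7 of the 9 of Table 3 were kept and 2 of Table 3 dropped.

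The paper reports 9 genes under 0.5-fold at 1 W and over 2.0-fold at 2 W, and 189 probe sets met this rule here. The count was 9 with the 40th percentile filter and 6 with the 60th, and of the paper's 9 genes 3 were among those of the 40th percentile filter. It differed with median (252), 75th percentile (275) or quantile scaling (183), the floor (14), genes (61), without replicate 1 (265) or 2 (275), the rule on each array (86) and the linear mean (130). By the brightest probe set, 3 of the 9 genes of Table 3 met the rule here, and 4 did by any probe set.

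A ratio is counted here as different where one value is over 1.5 times the other and they are further apart than the SD of the 2 ratios at 1 W (at 2 W the first condition alone), so a setting that closes a gap below can leave values over 1.5 times apart. By this rule *Anxa9* at 1 W (0.809 here, the paper's 0.466) did not differ, since its 2 arrays lay further apart. For *Crygb* the paper's 1 W ratio is 0.021 and the value here 0.00282, and the difference stayed with median (0.00306), 75th percentile (0.00297) and quantile scaling (0.00286) and without replicate 1 (0.000396), and not without replicate 2 (0.02), while with the floor (0.00985) and a linear mean (0.0102) the values were within the SD and still over 1.5 times apart. For *Crygc* the paper's is 0.139 and here 0.0899, and the gap closed with median (0.0977) and 75th percentile scaling (0.0948), a linear mean (0.0963) and without replicate 2 (0.131), and not with quantile scaling (0.085), the floor (0.0899) or without replicate 1 (0.0618). For *Crygd* the paper's is 0.148 and here 0.0344, and it closed without replicate 2 (0.139) and, within the SD but still over 1.5 times apart, with a linear mean (0.0738), and not with median (0.0374), 75th percentile (0.0363) and quantile scaling (0.029), the floor (0.0344) or without replicate 1 (0.00851). For *Slc24a2* the paper's ratios are 0.323 at 1 W and 5.878 at 2 W and those here 0.606 and 2.13, and no setting fixed before the data were examined closed either gap: median (0.658 and 2.58), 75th percentile (0.639 and 2.66) and quantile scaling (0.654 and 2.68), the floor (0.606 and 2.13), and at 1 W without replicate 1 (0.52) or 2 (0.705) and a linear mean (0.613). Its other probe set had 0.304 on replicate 1 and 4.73 at 2 W, and 0.324 and 5.89 under 75th percentile scaling with replicate 1 alone, chosen after the values were seen.

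For *Dcn* the paper states a ratio of more than 100, and the 1 W value here was 36.0. The difference closed without replicate 2 (102.4), and not with median (39.2), 75th percentile (38.0) or quantile scaling (38.8), the floor (36.0), without replicate 1 (12.7) or a linear mean (57.5). At 2 W the value here was 90.3. Under 75th percentile scaling, read by array after the values were seen, the ratio was 109 on replicate 1, 13.2 on replicate 2 and 112 at 2 W. The paper names *Dcn* as the most highly upregulated gene common to the samples. Among the brighter probe sets it ranked 1 at 2 W, 2 on replicate 1 and 29 on replicate 2, and 19 by the lowest of its 3 ratios, where *Serpina3n* (5.40) came first. By the lower of replicate 1 and 2 W it ranked 1. Among all 31042 probe sets it ranked 9 at 2 W, 4 on replicate 1, 226 on replicate 2, 67 by the lowest of its 3 ratios and 4 by the lower of replicate 1 and 2 W.

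Each of 24 combinations of scaling and 1 W arrays was compared with the 18 ratios of Table 3. 75th percentile scaling with replicate 1 alone, chosen after this comparison, is the setting under which the values fall within the paper's, with 8 of 9 ratios at 1 W and 9 of 9 at 2 W within 1% (largest log2 difference 0.02). It is not stated as the paper's method, and under it all 9 genes of Table 3, by any of their probe sets, and the 28 measured genes of Table 1, by their brightest, met their rules. The match took for each gene of Table 3 the probe set closest to the paper's ratios. For *Slc24a2* this is the dimmer one, while the brightest had 0.751 on replicate 1 and did not meet the rule. Ranked by replicate 1, the 28 genes of Table 1 had the order of the table (Spearman's rho 1.0 across genes, which are not independent replicates), against 0.42 for replicate 2 and 0.65 for 2 W.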

Other observations

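Most cell cycle genes were lower at 2 W than at 1 W when adjusted over their list alone. Of 27 measured members of a list fixed beforehand, 17 were lower at 2 W than at 1 W when adjusted over the list alone and none when adjusted over all genes, and the median log2 ratio to day 0 was 0.07 at 1 W and -0.83 at 2 W (-0.12 at 1 W with the values as deposited). Against day 0, none was lower at 1 W and 14 were lower at 2 W at an unadjusted p under 0.05. When adjusted over the list alone, 3 were lower at 2 W. *Pcna*, the sliding clamp of DNA polymerase, had ratios of 1.15 and 0.67, and *Mcm7*, a subunit of the replicative helicase, 1.37 and 0.844. Of 25 measured genes of TGFβ signalling, 6 were lower at 2 W than at 1 W when adjusted over the list alone, and *Inhba*, the beta A chain of activin, had log2 ratios of -0.81 and -1.87 to day 0 (adjusted p = 0.148 and 0.0553 from limma). Of 12 measured genes of FGF signalling none met a fold rule at both times. Adjusted over the list alone, 2 were higher and 1 lower at 1 W, and 1 was higher and 2 lower at 2 W. *Fgfr2* had log2 ratios of -0.69 and -0.89, and *Fgfr3* of -0.297 and 0.135.

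Markers of other tissues of the eye and body were also counted. Of 9 measured smooth muscle markers, 5 were over 2.0-fold on each array and 3 were higher at 1 W when adjusted over the list alone. Pigment cell markers had a median log2 ratio of 1.84 at 1 W (2.74 on replicate 1 and 0.94 on replicate 2) and 1.66 at 2 W, with 4 of 9 over 2.0-fold on each array, and *Dct*, which makes a precursor of melanin, had intensities of 454.5 at day 0, 5446 and 1553 on replicates 1 and 2 at 1 W, and 2152 at 2 W. Of 10 measured fibroblast markers, 4 were over 2.0-fold and 1 was under 0.5-fold on each array. Skeletal muscle markers had medians of 1.02 and 1.22, with 2 of 6 over 2.0-fold on each array. The medians at 1 W and 2 W were 0.51 and 0.92 for Schwann cell markers, -0.16 and -0.24 for retinal and ciliary pigment epithelium, 0.00 and 0.31 for corneal and conjunctival epithelium, 0.28 and 0.44 for endothelial markers, 0.30 and -0.34 for ciliary body and iris, -0.49 and -1.15 for other retinal cells, and 0.25 and 0.46 for Wnt signalling, with 4 of 14 genes over 2.0-fold at both times. Lymphocyte, neutrophil and erythrocyte markers had a single measured member each, of which *Lcn2*, a neutrophil marker, had log2 ratios of 2.77 (1.88 and 3.67 on replicates 1 and 2) and 1.13 and *Lck*, a lymphocyte marker, of 0.09 and -0.11. Immediate-early genes had medians of 0.32 and 0.54, antioxidant genes of 0.33 and 0.20, endoplasmic reticulum stress genes of -0.05 and -0.28 and housekeeping genes of 0.04 and -0.12. On replicates 1 and 2 at 1 W the medians were 0.63 and -0.21 for Schwann cell markers, 0.88 and 0.02 for endothelial markers, -0.38 and 0.06 for retinal and ciliary pigment epithelium, -0.18 and 0.18 for corneal and conjunctival epithelium, -0.39 and -0.20 for other retinal cells, 0.36 and 0.16 for Wnt signalling and 0.66 and 0.07 for immediate-early genes. Under at least 1 of the other scalings the sign of the median changed at 1 W for corneal epithelium, cell cycle, FGF, TGFβ, endoplasmic reticulum stress, protease and integrin, lymphocyte and housekeeping genes, and at 2 W for pigment epithelium, corneal epithelium, fibroblast, endothelial, Wnt, FGF, TGFβ, immediate-early, antioxidant, endoplasmic reticulum stress, protease and integrin, lymphocyte and housekeeping genes. Matrix glycoproteins and angiogenic factors changed sign at 2 W as well. The medians of ciliary body and iris and of other retinal cells kept their sign under each scaling, while that of ciliary body and iris at 1 W turned to -0.25 without replicate 2.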
